# Vasopressin V2 receptor, tolvaptan, and ERK1/2 phosphorylation in the renal collecting duct

**DOI:** 10.1152/ajprenal.00124.2023

**Published:** 2023-11-02

**Authors:** Shaza Khan, Viswanathan Raghuram, Lihe Chen, Chung-Lin Chou, Chin-Rang Yang, Syed J. Khundmiri, Mark A. Knepper

**Keywords:** aquaporin-2, collecting duct, kidney, RNA-seq, tolvaptan

## Abstract

Tolvaptan, a vasopressin antagonist selective for the V2-subtype vasopressin receptor (V2R), is widely used in the treatment of hyponatremia and autosomal-dominant polycystic kidney disease (ADPKD). Its effects on signaling in collecting duct cells have not been fully characterized. Here, we perform RNA-seq in a collecting duct cell line (mpkCCD). The data show that tolvaptan inhibits the expression of mRNAs that were previously shown to be increased in response to vasopressin including aquaporin-2, but also reveals mRNA changes that were not readily predictable and suggest off-target actions of tolvaptan. One such action is activation of the MAPK kinase (ERK1/ERK2) pathway. Prior studies have shown that ERK1/ERK2 activation is essential in the regulation of a variety of cellular and physiological processes and can be associated with cell proliferation. In immunoblotting experiments, we demonstrated that ERK1/ERK2 phosphorylation in mpkCCD cells was significantly reduced by vasopressin, in contrast to the increases seen in non-collecting-duct cells overexpressing V2R in prior studies. We also found that tolvaptan has a strong effect to increase ERK1/ERK2 phosphorylation in the presence of vasopressin and that tolvaptan’s effect to increase ERK1/ERK2 phosphorylation is absent in mpkCCD cells in which both protein kinase A (PKA)-catalytic subunits have been deleted. Thus, it appears that the tolvaptan effect to increase ERK activation is PKA-dependent and is not due to an off-target effect of tolvaptan. We conclude that in cells expressing V2R at endogenous levels: *1*) vasopressin decreases ERK1/ERK2 activation; *2*) in the presence of vasopressin, tolvaptan increases ERK1/ERK2 activation; and *3*) these effects are PKA-dependent.

**NEW & NOTEWORTHY** Vasopressin is a key hormone that regulates the function of the collecting duct of the kidney. ERK1 and ERK2 are enzymes that play key roles in physiological regulation in all cells. The authors used collecting duct cell cultures to investigate the effects of vasopressin and the vasopressin receptor antagonist tolvaptan on ERK1 and ERK2 phosphorylation and activation.

## INTRODUCTION

Arginine vasopressin (AVP), also known as antidiuretic hormone (ADH), is a 9-amino acid peptide hormone that increases water reabsorption in the kidney. It does so mainly by controlling the osmotic water permeability of collecting duct cells via regulation of the water channel aquaporin-2 (AQP2) (1). The action of AVP occurs via its binding to the V2 subtype vasopressin receptor (V2R), a G protein-coupled receptor (GPCR) located on the basolateral plasma membrane of principal cells of the renal collecting ducts. It promotes the reabsorption of water by stimulating adenylyl cyclase 6 (2) via the stimulatory G protein (G_α_s), thereby increasing the production of the second messenger cyclic AMP (cAMP) (3–5). This activates protein kinase A (PKA), which phosphorylates several proteins including AQP2 (6–9) regulating the processes that control the osmotic water permeability. In addition, vasopressin causes intracellular Ca^2+^ mobilization in the form of aperiodic Ca^2+^ spikes (10) through V2R-G_α_s-Adcy6-cAMP-PKA signaling and phosphorylation of the inositol trisphosphate receptor (7). Prior studies in native inner medullary collecting ducts showed that vasopressin-stimulated Ca^2+^ mobilization in inner medullary collecting ducts (IMCD) occurred in the absence of activation of the phosphoinositide pathway (11), which argues against the coupling of Gq/11 with V2R in native collecting ducts. V2R-G_α_s-Adcy6-cAMP-PKA signaling has also been seen to decrease ERK1 and ERK2 activation in native collecting ducts, which is thought to occur in part through PKA-dependent phosphorylation and inhibition of Raf1 (10, 12). In contrast, signaling from the V2 receptor overexpressed in HEK293 cells has been seen to increase, not decrease, ERK1 and ERK2 phosphorylation (13). In another cell line expressing V2R, LLC-PK1 stably expressing c-myc-tagged AQP2, treatment with AVP also seemed to increase ERK phosphorylation (14).

Activation of ERK1 and ERK2 is essential in regulating a wide variety of cellular and physiological processes, including cell differentiation, metabolism, proliferation, and development in many tissues (15). ERK activity can also stimulate entry into the cell cycle and promote or inhibit cell survival, depending on the cellular context and the degree of ERK activation (16, 17). In addition, ERK plays roles in cell movement, cytoskeletal regulation, gene expression, and regulation of transcription (17).

Like other GPCRs, V2R can also activate β-arrestin, which results in ERK1 and ERK2 activation independently of G protein signaling (13, 18). For this to occur, the V2 receptor must be phosphorylated in its COOH-tail by one or more G protein-coupled receptor kinases (GRKs), allowing the receptor to bind β-arrestin (13). Based on phosphoproteomic studies in rat inner medullary collecting ducts (19) and V2R-transfected HEK 293 cells (20), it is known that the V2 receptor can be phosphorylated at several sites in its COOH-terminal tail, although phosphorylation at these sites was not found to increase with vasopressin exposure (19). In addition to ERK activation, β-arrestin signaling results in receptor desensitization and internalization (21). Theoretically, under some circumstances, activation of β-arrestin may dominate over the PKA-mediated inhibition of ERK (18). Activation of ERK can lead to phosphorylation of ETS and AP-1 family transcription factors and result in a proliferative response (22–24).

Water balance disorders associated with V2R-mediated hyperstimulation of collecting duct water permeability and systemic water retention result in dilutional hyponatremia. Hyponatremia is common in hospitalized patients (25, 26). Treatment of hyponatremia has benefitted from the development of V2R antagonists such as tolvaptan (27). The vaptan family of V2R antagonists, like satavaptan and tolvaptan, function as inverse agonists (28, 29). An inverse agonist is an antagonist that can block GPCR ligand-induced activation but can also have ligand-independent effects by suppressing the constitutive activity of the receptor. In prior studies in cells overexpressing V2R (28), it was shown that satavaptan, acting in the absence of vasopressin, can recruit β-arrestin and stimulate ERK1 and ERK2. Thus, vaptans have the potential to promote cell proliferation via ERK activation.

The response of collecting duct principal cells to vasopressin consists of two major elements: *1*) Increased net trafficking of AQP2 to the plasma membrane (30), consisting of increased exocytosis of AQP2-containing vesicles (31, 32) and decreased endocytosis of AQP2 (31–34); and *2*) Increased AQP2 abundance due to transcriptional regulation (35) and increased AQP2 protein stability (36, 37). A cell line derived from mouse collecting duct principal cells (mpkCCD) has been shown to replicate both elements of the collecting duct vasopressin response and to reproduce the pattern of AQP2 phosphorylation seen in native collecting duct cells (38). This establishes that these cells have endogenous V2 receptor activity. Since many prior studies characterizing V2 receptor signaling have been carried out in non-collecting duct cell lines (chiefly HEK293 cells) overexpressing the V2 receptor and other signaling components, conclusions from such studies may not be directly extrapolatable to collecting duct cells. Here we use RNA-seq in the mpkCCD cell line to ask whether tolvaptan alters the transcriptome of mpkCCD cells in a manner predictable from the known actions of vasopressin working through the V2 receptor, or whether there are unexpected effects that would point to off-target or non-canonical actions? Given evidence from the RNA-seq results that point to a strong perturbation of the ERK signaling pathway, we ask the following additional questions: *1*) What are the effects of AVP and dDAVP on ERK1 and ERK2 phosphorylation/activation? *2*) What is the effect of tolvaptan on ERK1 and ERK2 phosphorylation/activation in the presence and absence of dDAVP? and *3*) What is the role of PKA in vasopressin-mediated regulation of ERK1 and ERK2 phosphorylation/activation and on the effect of tolvaptan?

## METHODS

### Cell Culture of the mpkCCD Clonal Cell Line

The original mpkCCD line was derived from micro-dissected cortical collecting ducts from SV-PK/Tag transgenic mice (39). These cells were re-cloned to obtain a subclone (clone 11) that expresses AQP2 at a high level and displays regulation of trafficking and AQP2 abundance by AVP (38). Experiments were performed in mpkCCD11 cells (passages 8–12). In some experiments, mpkCCD cells were also used in which both *Prkaca* and *Prkacb* gene expression was deleted using CRISPR-Cas9 to generate PKA double knockout (PKA dKO) cell lines. Control cell lines, referred to as “PKA intact” underwent the CRISPR-Cas9 protocol but did not exhibit the deletion of the PKA catalytic gene (7). Cells were expanded to ∼80% confluence on 25-cm^2^ plastic flasks (Corning Costar), trypsinized (0.05% trypsin, 1.5 mM EDTA), and resuspended in 10 mL DMEM/F12. Then cells were seeded on permeable supports (24-mm^2^ diameter, 0.4-μm pore size, Corning Costar, Cat. No. 3450) at a ratio of 1:10 and grown in 1:1 DMEM/F12 (Invitrogen) containing 2% heat-inactivated fetal bovine serum (catalog no. 100–106, BenchMark, Gemini Bio-Products) and the following supplements: 5 μg/mL insulin, 50 nM dexamethasone, 1 nM triiodothyronine, 5 μg/mL transferrin, 10 ng/mL epidermal growth factor (EGF), and 60 nM sodium selenite, all from Sigma. All cells were cultured at 37°C and 5% CO_2_ in a humidified incubator. The vasopressin V2 receptor-selective agonist 1-desamino-8-d-arginine-vasopressin (dDAVP, 0.1 nM) was added to the basolateral medium to stimulate the expression of AQP2 and other vasopressin-responsive proteins. Apical and basolateral media were changed daily. A day before the experiment, the cells were put into a minimal medium DMEM/F12 (Invitrogen) deprived of serum, hormones, and growth factors containing supplements (50 nM dexamethasone, 5 μg/mL transferrin, and 60 nM sodium selenite) to ensure complete polarization. On the day of the treatment and cell harvest, the basolateral medium was replaced by a fresh minimal medium containing the treatment of choice; tolvaptan, dDAVP, tolvaptan plus dDAVP simultaneously, AVP, EGF, or vehicle for 30 min. Tolvaptan (molecular mass of 448.94 g/mol) was dissolved in DMSO and glycerol and stored as 1,000× stock solutions in a −20°C freezer until used. Samples were lysed with Laemmli buffer (1.5% SDS, 10 mM Tris, pH 6.8, 1× Halt protease and phosphatase inhibitor cocktail, EDTA-free [Thermo Scientific, NY]) and collected and passed through QIAshredder (Qiagen). Protein concentration was measured using the BCA Protein Assay Kit (Thermo Fisher Scientific). Samples were added with 5× loading buffer [7.5% (wt/vol) SDS, 30% (vol/vol) glycerol, 200 mM DTT, 50 mM Tris, bromophenol blue, pH 6.8] and incubated at 65°C for 10 min for immunoblotting.

### Immunoblot Analysis

The denatured protein samples (10 μg) were subjected to SDS/PAGE gel electrophoresis on 4–12% polyacrylamide gels (BioRad) and transferred electrophoretically onto nitrocellulose membranes. The membranes were then blocked with Odyssey blocking buffer (LI-COR), and probed overnight at room temperature with primary antibodies; phospho-p44/42 MAPK (ERK1/2) (Thr^202^/Tyr^204^) or total p44/42 MAPK (ERK1/2) (Cell Signaling Technology), used at 1:1,500–2,000 dilution. Separate immunoblots were done for total and phospho-ERK. After washing, blots were incubated with infrared fluorescence-conjugated secondary antibodies used at 1:5,000 for the detection of all primary antibodies. Both blocking buffer and IR dye-coupled secondary antibodies were obtained from LI-COR (Lincoln, NE). Fluorescence was imaged and quantified using a LI-COR Odyssey Imaging System.

### Densitometry and Statistical Analysis

A net intensity value of each immunoblot band was quantified using the LI-COR Image Studio software. Both the GraphPad Prism software and the “data analysis” add-in within Microsoft Excel were utilized for analyzing the data. Each experimental value had its own contemporaneous control. For non-time course experiments, as appropriate, unpaired *t* test or one-way ANOVA with Tukey contrasts was performed. *P* value <0.05 was considered statistically significant.

### RNA Sequencing and Data Analysis

Cells on the 6-well inserts were washed twice with cold PBS before adding 1 mL TRizol for RNA extraction. 60 µL of the TRizol lysate was used for total RNA purification. RNA was eluted in 50 µL water and 1 µL of the eluted RNA was used for cDNA generation using the SMARTer V4 Ultra Low RNA Kit (Takara Bio) (40, 41). cDNA was generated with 8 PCR cycles. 1 ng of the resulting cDNA was “tagmented” and barcoded by using the Nextera XT DNA Sample Preparation Kit (Illumina) to generate sequencing libraries for high throughput sequencing. Libraries were purified by AmPure XP magnetic beads (Beckman Coulter) and quantified using a Qubit 2.0 Fluorometer (Thermo Fisher Scientific). An equal amount of index libraries were pooled and sequenced (paired-end 50 bp) on an Illumina NovaSeq 6000 platform.

RNA-seq raw sequencing reads were aligned by STAR (42) to the mouse Ensemble genome (release 106). Transcript per million (TPM) and expected counts were generated by RSEM (43). All samples are of a high percentage of uniquely mapped reads (>80%) and are included for downstream analysis. Unless otherwise specified, the computational analyses were performed on the National Institutes of Health Biowulf High-Performance Computing platform.

Differential gene expression (DGE) analysis was performed using the R package DEseq2 (44). A pre-filtering was done to ensure at least 4 samples with a count of 10 or more. Were kept as differentially expressed genes (DEGs, *n* = 23). Gene Ontology (GO) was done in DAVID (Database for Annotation, Visualization and Integrated Discovery, NIAID, Bethesda, MD) Metascape (45).

### Data Availability

Sequencing data including the raw processing file have been deposited in the Gene Expression Omnibus (GEO, GSE243773).

### IMCD Suspensions

Male Sprague-Dawley rats were obtained from Taconic Bioscience and had free access to water and a rodent diet before the experiment. The rats were injected intraperitoneally with furosemide (5 mg/rat) 20 min before euthanasia by decapitation. Furosemide is used to reduce osmotic shock to renal tissue by dissipating the hypertonic medullary osmolality (46). The inner medullas were isolated as described (47), minced, and digested in an enzyme solution (3 mg/mL collagenase B, 2,000 U/mL hyaluronidase, 250 mM sucrose, 10 mM triethanolamine, pH 7.6) with continuous stirring for 90 min at 37°C. The resulting suspension was sedimented by low-speed centrifugation at 70 *g* for 20 s, separating them from the lighter non-IMCD fragments. The supernatant was discarded, and the pellet was resuspended in tubule suspension fluid containing 118 mM NaCl, 25 mM NaHCO_3_, 5.5 mM glucose, 5 mM KCl, 4 mM Na_2_HPO_4_, 2 mM CaCl_2_, and 1.2 mM MgSO_4_, pH 7.4, equilibrated with 5% CO_2_/95% air. This low-speed centrifugation and wash procedure was repeated twice. After removal of the supernatant, the IMCD fragments were resuspended with the suspension fluid, divided into 8 aliquots in polypropylene tubes (4 control and 4 experimental), and warmed to 37°C before studies. The suspensions were treated with tolvaptan (50 nM) (*n* = 4) or vehicle (*n* = 4) for 30 min, then dDAVP (0.1 nM) for 2 min for both groups. The reaction was arrested and followed by centrifugation at 2000 *g* for 1 min. The pellets were homogenized in Laemmli buffer (1.5% SDS, 10 mM Tris, pH 6.8, protease and phosphatase inhibitors) and passed through QIAshredder (Qiagen). Protein concentration was measured using BCA Protein Assay Kit (Thermo Fisher Scientific). Immunoblotting was performed as described previously.

## RESULTS

### Effect of Tolvaptan on the mpkCCD Transcriptome

To assess the effect of tolvaptan on the transcriptome of cultured collecting duct cells (mpkCCD), we used RNA-seq. The cells were grown to confluence on permeable supports in the presence of dDAVP (0.1 nM). With the continued presence of dDAVP, cells were exposed to tolvaptan (50 nM) or its vehicle for 24 h and harvested for RNA-seq analysis. 

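The mpkCCD line derives from mouse cortical collecting duct and expresses some genes of a principal cell. Given dDAVP alone, these cells held the V2 receptor gene Avpr2 at 268 ± 8.24 TPM (SD, n = 4) and the keratin gene Krt18 at 5039 ± 93.6 TPM (SD, n = 4). With tolvaptan, Avpr2 stood at 202 ± 12.2 TPM (SD, n = 4), a log2 fold change of -0.40 (standard error 0.05, adjusted p = 0.00049 from limma). Krt18 had a log2 fold change of -0.52 (standard error 0.06, adjusted p = 0.000251 from limma). Of 21 principal cell genes listed, 13 had enough TPM to be tested, and of these 6 fell and 2 rose at an adjusted p under 0.05 (6 fell and 3 rose when adjusted over the list alone). Among them, Krt19 fell by 0.76 and Fxyd4 fell by 0.73 on the log2 scale. The sodium channel subunits Scnn1a and Scnn1g went the other way, with log2 fold changes of 0.62 and 0.42. The subunit Scnn1b had too few TPM for this comparison, with means of 0.278 TPM with tolvaptan and 0.395 TPM with dDAVP alone. With every expressed gene tested, Scnn1b did not pass (log2 fold change -0.13, adjusted p = 0.591 from limma). Hoxb7 had a log2 fold change of -0.19 (standard error 0.04, adjusted p = 0.0169 from limma), and it missed the threshold without dDAVP replicate 1 or 4 (adjusted p up to 0.0617), without a filter and with replicate number as a block. The samples were 4 libraries from cells given 50 nM tolvaptan plus 0.1 nM dDAVP for 24 h and 4 libraries from cells given vehicle plus 0.1 nM dDAVP. The number of libraries is taken from the sample records, which do not say whether each library came from a separate culture, so the p-values measure the spread between these libraries. The authors aligned the reads with STAR to the mouse Ensembl genome (release 106) and estimated TPM with RSEM. TPM are scaled to the same total in every library, so the number of reads behind a value is not known and no counting interval is given. Here the TPM were used as deposited, on the scale log2(TPM + 1), and compared by limma with a variance trend on mean expression and Benjamini-Hochberg adjustment over all genes tested. The scale draws the fold changes of genes with few TPM toward 0.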

The filtered data (Maximum TPM > 10, *n* = 9,678 transcripts) are provided as a publicly accessible web page at https://esbl.nhlbi.nih.gov/Databases/Tolvaptan-transcriptome/. 

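Among the genes of the deposited table, 9943 had more than 10 TPM in at least 1 library. Of these, 9308 code for protein. Single libraries held 9203 to 9274 genes above 10 TPM with dDAVP alone and 9367 to 9422 with tolvaptan. Several genes of vasopressin signaling lay under the threshold. Aqp3, the basolateral water channel of principal cells, stood at 3.51 ± 0.112 TPM with tolvaptan and 5.05 ± 0.382 TPM with dDAVP alone (SD, n = 4 each). With every expressed gene tested, it had a log2 fold change of -0.42 (standard error 0.08, adjusted p = 0.027 from limma). Aqp6 was also lower in that test, with a log2 fold change of -0.91 (adjusted p = 0.0246 from limma), and Aqp4 did not pass it (-0.53, adjusted p = 0.188 from limma). Of the 11 aquaporin genes listed, Aqp2 and Aqp5 passed the threshold, and both fell. A further 15634 genes are listed at 0 in every library, among them 5 of the 13 mitochondrial mRNAs (mt-Co2, mt-Co3 and mt-Atp6 for example), and the table cannot show a change in those. The 7 mitochondrial mRNAs tested did not pass an adjusted p of 0.05 from limma in either direction, but 2 rose without tolvaptan replicate 4.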

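The largest fall was in Aqp2 (ENSMUSG00000023013), the apical water channel of principal cells, which dropped 11.2-fold from 3050 ± 164 TPM with dDAVP alone to 272 ± 46.3 TPM with tolvaptan (SD, n = 4 each). Its log2 fold change was -3.49 (standard error 0.10, adjusted p = 3.11e-08 from limma). Cited1, a transcriptional coregulator, fell from 51.7 ± 1.55 to 5.16 ± 0.926 TPM (SD, n = 4 each), a log2 fold change of -3.11 (standard error 0.10, adjusted p = 5.81e-08 from limma). The transcription factor Cebpd followed at -2.38, Baiap2l2 at -2.14, the water channel Aqp5 at -2.06 and the receptor partner Ramp3 at -1.90. Among genes with an official symbol, rises were smaller. Rasl11a, a small GTPase of the Ras family, went from 11.1 ± 1.99 to 24.8 ± 1.86 TPM (SD, n = 4 each), a log2 fold change of 1.10 (standard error 0.11, adjusted p = 0.000159 from limma). The pantetheinase gene Vnn1 had a log2 fold change of 1.09 and the AP-1 subunit Jun (ENSMUSG00000052684) one of 1.01. At a log2 fold change beyond 0.593 and an unadjusted p under 0.01 from limma, 123 transcripts decreased and 50 increased, and 172 of these also had an adjusted p under 0.05. By chance, 99.4 of the 9943 genes would have a p under 0.01, against 644 lower and 1089 higher here. Every tolvaptan library lay below every dDAVP library for 121 of the decreased transcripts and above for 45 of the increased ones. Over all genes tested, 23.1% separated the groups in this way, and chance gives 2.86%. For a single gene, the smallest 2-sided p of an exact permutation test with 4 libraries against 4 is 0.0286.

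**Figure D1:**
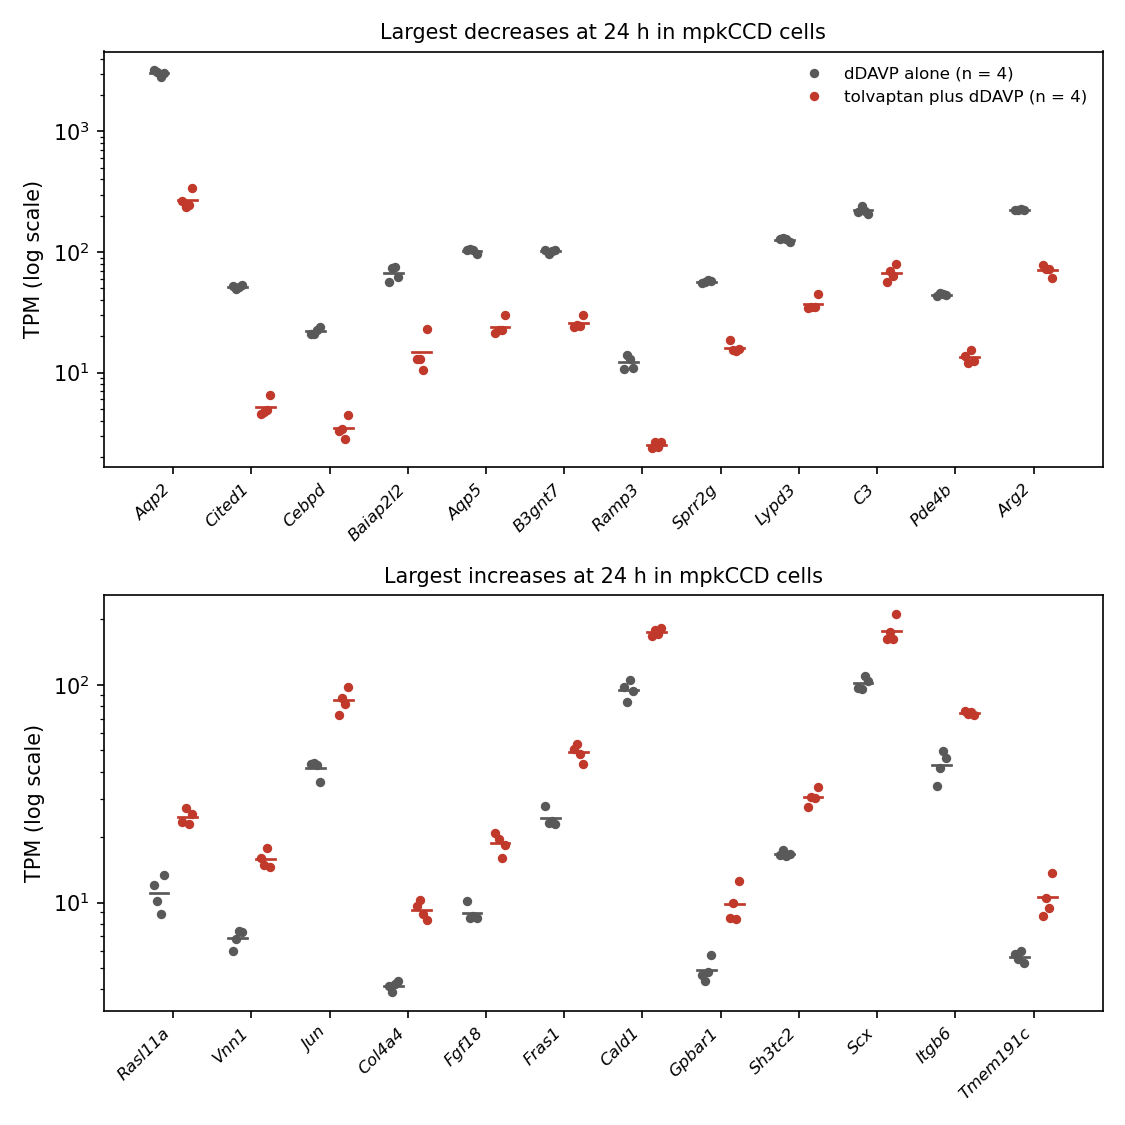
TPM of single libraries on a log axis for 24 genes, 12 with the largest falls (top) and 12 with the largest rises (bottom). They were drawn from genes with an official symbol, past the fold threshold and an adjusted p of 0.05. Non-overlapping groups were a condition of the selection. Points are libraries (n = 4 per group) and bars are group means. Aqp2 falls from a mean of 3050 to 272 TPM, and Jun rises from 41.4 to 84.8 TPM.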

Using stringent criteria (|Log_2_(tolvaptan/control)| > 0.593 and *P* < 0.01), 112 transcripts were identified as decreased and 51 were identified as increased. 

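Most genes moved little. The median log2 fold change over the 9943 genes was 0.05, and the central 95% lay between -0.51 and 0.52. A normal distribution with the SD of these values would hold 95% of them within 0.58 of its mean. At the lower edge of this range stood genes such as Tnfrsf21 (-0.51, standard error 0.06) and Rasgef1b (-0.51, standard error 0.05), each with non-overlapping groups. The adjusted p was 0.000197 for Tnfrsf21 and 7.3e-05 for Rasgef1b from limma, though other genes with changes of this size did not pass. Beyond 1 log2 unit at an unadjusted p under 0.01, 43 genes fell and 6 rose.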

(The range [−0.593, 0.593] defines the 95% confidence interval based on the distribution of all (|Log_2_(tolvaptan/control)| values [empirical Bayes method]). The overall false discovery rate (FDR) is therefore 0.01 × 0.05 = 0.0005. Figure 1 shows a volcano plot representation of the results. 

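Genes that cAMP and CREB are known to induce fell together. Nr4a2, an orphan nuclear receptor, fell from 21.2 ± 1.08 to 6.18 ± 0.497 TPM (SD, n = 4 each), a log2 fold change of -1.63 (standard error 0.08, adjusted p = 1.33e-06 from limma). Its paralog Nr4a1 had a log2 fold change of -1.08 and Avpi1, named for its induction by vasopressin, one of -1.21 (standard error 0.04, adjusted p = 1.1e-07 from limma). The phosphodiesterase Pde4b, which degrades cAMP, fell from 44.5 ± 0.901 to 13.4 ± 1.45 TPM (SD, n = 4 each). The kinase Sik1 was lower as well (adjusted p = 0.00383 from limma), and the G protein regulator Rgs2 had a log2 fold change of -0.98. Rgs2 was lowest in tolvaptan replicate 2, at 3.38 TPM against 4.86 to 5.16 in the other tolvaptan libraries. Of 19 cAMP and CREB target genes tested, 13 fell and 1 rose at an adjusted p under 0.05 from limma (16 fell and 1 rose when adjusted over the list alone), and their median log2 fold change was -0.56. The list had a camera adjusted p of 2.22e-17 with the preset correlation of 0.01 between genes, and 0.0181 with an estimated correlation. Without the 9 members that the study names, the adjusted p was 0.000307, and 0.0766 with an estimated correlation. Past the fold threshold of 0.593, 71.1% of the changed transcripts had decreased. At an adjusted p under 0.05 and no fold threshold, 607 genes fell and 994 rose, so 62.1% rose. That share was 41.1% with the libraries shifted to a common median and 47.4% after quantile normalization, both of which center the libraries. With 1 library left out, the number that rose ran from 463 to 1495, and the share from 52.0% to 64.6%.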

The data are skewed somewhat toward decreased TPM levels, with many of the decreased transcripts having been previously identified as being increased in response to dDAVP in prior studies (35) and decreased in PKA dKO cells (7). Also indicated in Fig. 1 are transcripts matching the Gene Ontology Biological Process term “positive regulation of MAPK cascade.” 

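The 5 transcripts labelled in red rose in every tolvaptan library relative to every dDAVP library. Jun went from 41.4 ± 3.80 to 84.8 ± 10.5 TPM (SD, n = 4 each; standard error of the log2 fold change 0.09, adjusted p = 6.98e-05 from limma). Its dDAVP libraries held 42.8 to 43.6 TPM except replicate 4, at 35.7. The growth factor Fgf18 had a log2 fold change of 0.99 (standard error 0.10, adjusted p = 0.000121 from limma), with dDAVP replicate 1 at 10.1 TPM and the other dDAVP libraries at 8.46 to 8.63. The chemokine receptor Ackr3 followed at 0.77, the matricellular protein gene Ccn2 at 0.73 and Wnt7a at 0.70. Of the 21 transcripts labelled in blue, all fell at an adjusted p under 0.05, and 16 passed the fold threshold as well. They ranged from -3.49 for Aqp2 to -0.47, with a median of -0.92. The figure's labels were chosen on these libraries, so neither tally is independent evidence of direction.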

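Aqp2 and 6 further transcripts that Fig. 2 labels all fell past the fold threshold. The complement gene C3 went from 222 ± 14.3 to 67.3 ± 9.38 TPM (SD, n = 4 each), a log2 fold change of -1.71 (standard error 0.09, adjusted p = 1.55e-06 from limma). The glycosyltransferase B3gnt7 had a log2 fold change of -1.94 (standard error 0.07, adjusted p = 1.71e-07 from limma). Tolvaptan replicate 4 held 30.2 TPM of it and the other tolvaptan libraries 24.0 to 24.6, all far under the mean of 102 TPM with dDAVP alone. Eya2 had a log2 fold change of -1.36, the mucin gene Muc4 one of -1.19, Arhgef3 one of -1.04 and the alcohol dehydrogenase Adh1 one of -0.86. In all 7, no tolvaptan library reached the lowest dDAVP library. They were labelled on these libraries, which is not independent evidence of direction, and the earlier dDAVP responses on the other axis are not among the deposited values.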

Figure 2 plots the prior dDAVP responses (35) versus the tolvaptan responses in the current study showing a high degree of concordance. Figure 3 plots the prior responses to PKA deletion (knockout of both catalytic subunits, dKO) (7) versus the tolvaptan responses, also demonstrating a high degree of concordance. However, there were many additional transcripts that exhibited changes that were not previously seen in response to dDAVP or PKA deletion. 

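Of the 17 transcripts labelled in Fig. 3, 12 fell and 4 rose past the fold threshold. Bcat1, the cytosolic aminotransferase of branched-chain amino acids, fell from 254 ± 7.95 to 90.3 ± 1.76 TPM (SD, n = 4 each), a log2 fold change of -1.48 (standard error 0.04, adjusted p = 3.11e-08 from limma). Prom1 had a log2 fold change of -1.09, the membrane protease Tmprss4 one of -0.96 and the methyltransferase Inmt one of -0.76. Among the rises, the integrin subunit Itgb6 had a log2 fold change of 0.79 and Nrep one of 0.72. The labels were picked on these libraries, so the tally is not independent evidence of direction. The PKA knockout values themselves are not among the deposited values.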

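Genes of drug and oxidant metabolism fell as a group. The efflux transporter Abcc3 went from 78.7 ± 3.36 to 32.6 ± 5.68 TPM (SD, n = 4 each), a log2 fold change of -1.26 (standard error 0.11, adjusted p = 4.19e-05 from limma). The glutathione transferase Gsta4 fell by 0.70, the sulfiredoxin Srxn1 by 0.61 and Gclc, the catalytic subunit for glutathione synthesis, by 0.48 on the log2 scale. Of 15 xenobiotic response genes tested, 8 fell and none rose (11 fell when adjusted over the list alone). The list had a camera adjusted p of 1.97e-08, and 0.0181 with an estimated correlation. The retinoid genes Crabp2 and Adh7 had log2 fold changes of -0.95 and -1.06, and Aldh3b1 rose by 0.50. Of 13 genes of alcohol, aldehyde and retinol metabolism, 5 fell and 1 rose (7 and 1 when adjusted over the list alone). The camera adjusted p was 0.000345, and 0.131 with an estimated correlation. Without the 4 members that the study names, 1 fell and 1 rose (camera adjusted p = 0.424). The metallothioneins fell, and other glucocorticoid targets went both ways. Mt2 had a log2 fold change of -0.91, Mt1 one of -0.75 and Lcn2 one of 0.39. Mt1 was highest in dDAVP replicate 4, at 2204 TPM against 1993 to 2006 in the other dDAVP libraries. Of 14 glucocorticoid targets, 4 fell and 3 rose (6 and 3 when adjusted over the list alone; camera adjusted p = 0.0183, and adjusted p = 0.227 with an estimated correlation). After quantile normalization, 4 fell and 1 rose. In the stress response, Xbp1 fell by 0.46 and Psat1 by 0.42 on the log2 scale, while Atf3 rose by 0.52. Of 23 genes of the unfolded protein and amino acid response, 5 fell and 1 rose (6 and 2 when adjusted over the list alone; camera adjusted p = 0.00119, and adjusted p = 0.298 with an estimated correlation). Of 23 cholesterol synthesis genes, 1 fell and 1 rose (0 and 0 when adjusted over the list alone; camera adjusted p = 0.00708, and adjusted p = 0.255 with an estimated correlation), and 4 fell and none rose with a common median. Of the 123 decreased transcripts, 60 carry no label in Figs. 1 to 3 and no entry in Table 1, and of the 50 increased ones, 31 have neither a label nor an entry in Table 2. The transcription factor Cebpd is the largest of these falls, and Cald1, an actin-binding protein gene with a log2 fold change of 0.88 (standard error 0.07, adjusted p = 1.65e-05 from limma), the largest of these rises among genes with an official symbol.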

To identify processes associated with these additional perturbed transcripts we used DAVID (Database for Annotation, Visualization and Integrated Discovery, NIAID, Bethesda, MD) to ask what Gene Ontology Biological Process (GO-BP) terms displayed over-representation of transcripts that were either decreased (Table 1) or increased (Table 2).

**Figure 1.**
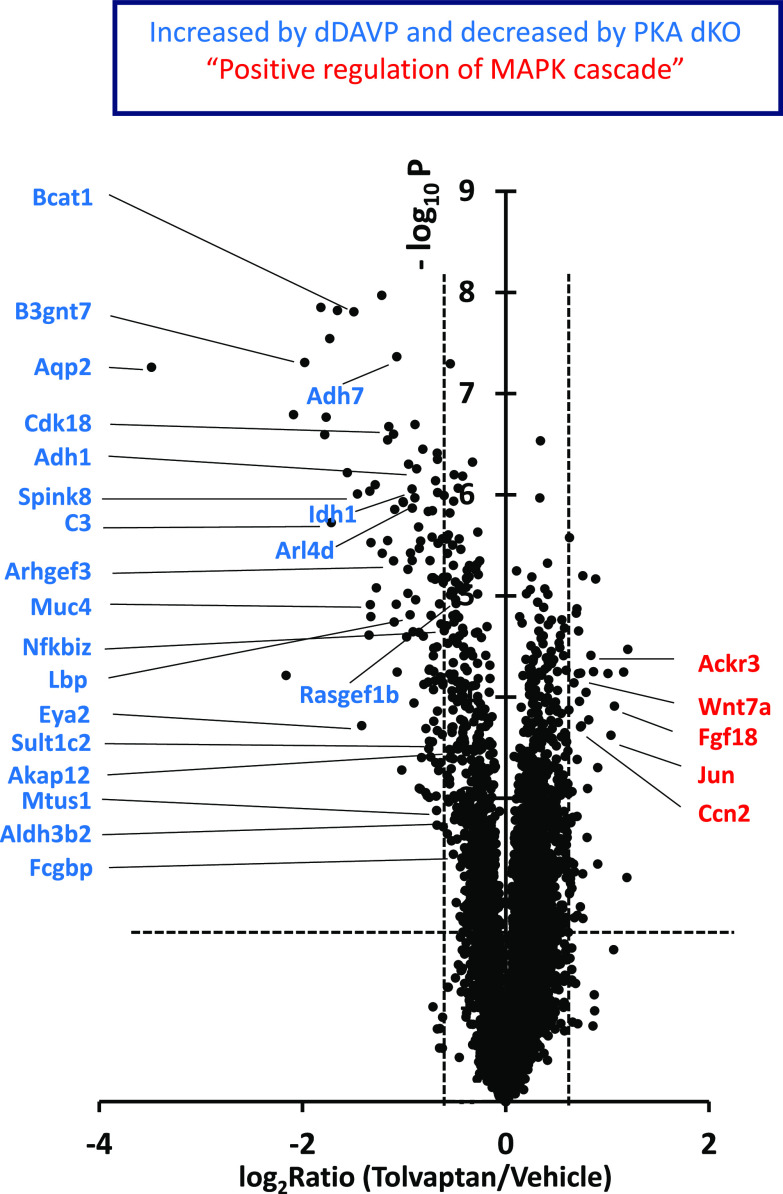
Volcano plot representation of transcriptomic changes in mpkCCD collecting duct cells after 24-h exposure to tolvaptan. *Blue,* increased by dDAVP and decreased by PKA dKO; *Red*, Gene Ontology Biological Process term “positive regulation of MAPK cascade.” PKA dKO, protein kinase A double knockout.

**Figure 2.**
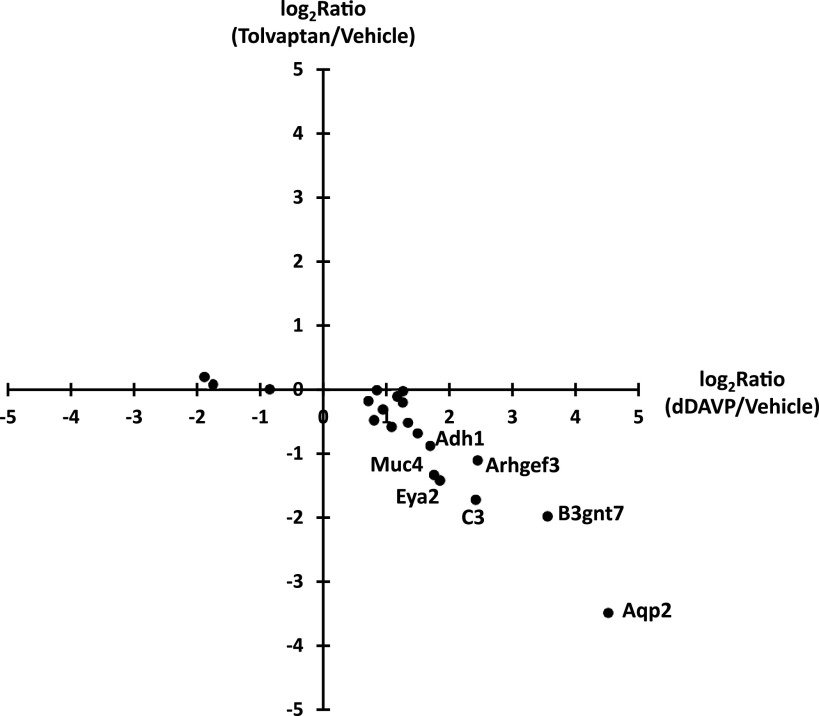
Plot showing log_2_ (dDAVP/vehicle) values for RNA-seq in mpkCCD from prior study (35) vs. log_2_ (tolvaptan/vehicle) values in the current study.

**Figure 3.**
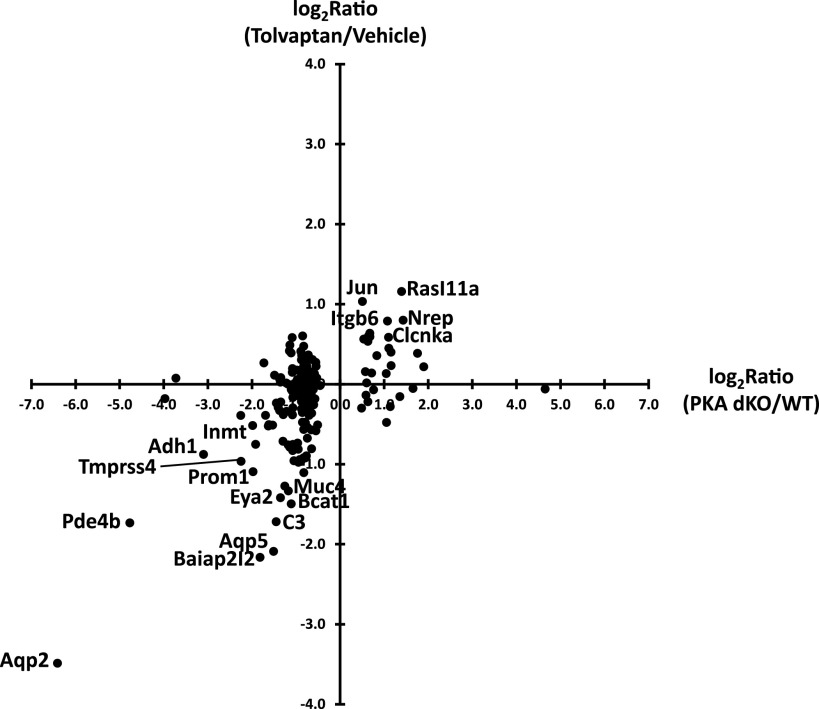
Plot showing log_2_ (PKA dKO/vehicle) values for RNA-seq from prior study (7) in double knockout (dKO) cells (both PKA catalytic genes deleted using CRISPR-Cas9) generated from mpkCCD cell line vs. log_2_ (tolvaptan/vehicle) values in the current study. PKA dKO, protein kinase A double knockout.

**Table 1.** Gene Ontology Biological Process terms for which transcripts downregulated in response to tolvaptan in mpkCCD cells are over-represented*

GO-BP Term	Fisher Exact *P*	Fold Enrichment	Transcripts
G-protein coupled receptor signaling pathway	0.000003	4.77	BCAR3, RAMP3, CAV2, FZD4, SLC39A14, AKAP12, C3, RGS2, KCNQ1, ADORA1, FFAR4, RAMP1, TGM2
Regulation of inflammatory response	0.00032	3.76	C3, NFKBIZ, ADORA1, FFAR4, LBP, LGALS9, PTGS2, TRIM65, IER3, PTGES
Negative regulation of cell adhesion	0.0027	3.35	ARG2, DMTN, FZD4, LGALS9, CCL28, B4GALNT2, MUC4, TNFRSF21
Anion transport	0.0023	2.74	ABCC3, RGS2, ARG2, SLC35A3, CRABP2, KCNQ1, ADORA1, ACSL4, PTGS2, PTGES, SLC25A13
Negative regulation of transport	0.001	2.70	DMTN, USP2, ACSL4, PTGS2, SMIM6, TBC1D1, RGS2, KCNQ1, ADORA1, FFAR4, CHP1, LGALS9, IER3
Cation transport	0.000022	2.66	ARG2, RAMP3, SLC31A1, USP2, SLC35G1, AQP2, PTGS2, SMIM6, SLC5A3, SLC39A14, RGS2, FXYD4, NIPAL1, KCNQ1, PDE4B, ADORA1, CHP1, ATP6V0A4, SIK1, RAMP1, SLC39A4, TGM2
Response to peptide hormone	0.0091	2.27	NR4A2, BCAR3, GHR, SOCS2, NR4A1, CITED1, GRB14, CAV2, KCNQ1, PTGS2, SLC39A14
Transmembrane receptor protein tyrosine kinase signaling pathway	0.0069	2.26	CYFIP2, BCAR3, GHR, SOCS2, BTC, GRB14, SLC31A1, CAV2, TNK1, ITGA1, ADORA1, SLC39A14
Regulation of MAPK cascade	0.0073	2.15	BCAR3, RAMP3, CAV2, FZD4, ITGA1, AKAP12, GHR, C3, RGS2, ADORA1, FFAR4, STK40, AVPI1
Negative regulation of cell proliferation	0.0099	2.07	ARG2, SLFN2, CAV2, ITGA1, PTGS2, NDRG1, TOB1, DNAJB2, FBXO4, ADORA1, LGALS9, TNFRSF21, PTGES
Signal transduction by protein phosphorylation	0.03	1.84	AKAP12, BCAR3, GHR, C3, RGS2, RAMP3, CAV2, FZD4, ITGA1, ADORA1, FFAR4, AVPI1
Cell surface receptor signaling pathway	0.014	1.50	CYFIP2, BCAR3, CITED1, TOB1, OAS1F, GHR, SOCS2, C3, GRB14, NFKBIZ, PDE4B, ADORA1, LGALS9, LBP, TRIM65, BCL2L14, FYB2, DMTN, FZD4, EYA2, CAV2, SLC31A1, ITGA1, TNK1, SLC39A14, BTC, KRT19, PTP4A3, NCEH1, TNFRSF21

*Calculations used DAVID (NIAID, https://david.ncifcrf.gov/). DAVID, Database for Annotation, Visualization and Integrated Discovery; GO-BP, Gene Ontology Biological Process.

**Table 2.** Gene Ontology Biological Process terms for which transcripts upregulated in response to tolvaptan in mpkCCD cells are over-represented*

GO-BP Term	Fisher Exact *P*	Fold Enrichment	Transcripts
Response to transforming growth factor beta	0.000000073	13.6	TGFBR3L, JUN, RASL11B, SCX, WNT7A, ITGB6, NREP, DBN1
Positive regulation of epithelial cell proliferation	0.00052	10.5	JUN, FGF18, WNT7A, GPBAR1
ERK1 and ERK2 cascade	0.00011	10.2	JUN, FGF18, GPBAR1, ACKR3, CCN2
Positive regulation of MAPK cascade	0.00013	7.4	JUN, FGF18, WNT7A, GPBAR1, ACKR3, CCN2
Kidney development	0.004	6.1	FRAS1, COL4A4, SOX4, FREM2
Positive regulation of cell proliferation	0.0015	4.0	JUN, FGF18, SCX, WNT7A, GPBAR1, CCN2, SOX4
Cell surface receptor signaling pathway	0.000019	3.3	JUN, RASL11B, SCX, WNT7A, GPBAR1, NREP, TGFBR3L, FGF18, ACKR3, NRTN, ITGB6, CCN2, DBN1, SOX4
Regulation of apoptotic process	0.019	2.3	JUN, VNN1, SCX, WNT7A, EPC1, ACKR3, CCN2, SOX4
Animal organ development	0.0017	2.2	JUN, SCX, WNT7A, TGFBR3L, FRAS1, VNN1, COL4A4, FGF18, NRTN, ITGB6, CCN2, MYH10, SOX4, FREM2

*Calculations used DAVID (NIAID, https://david.ncifcrf.gov/). DAVID, Database for Annotation, Visualization and Integrated Discovery; GO-BP, Gene Ontology Biological Process.

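Some receptor genes and their partners decreased, while others such as Ackr3 rose. Ramp3 went from 12.2 ± 1.58 to 2.52 ± 0.159 TPM (SD, n = 4 each; adjusted p = 1.68e-05 from limma) and the related Ramp1 had a log2 fold change of -0.61. The adenosine receptor Adora1 had a log2 fold change of -0.52 and the fatty acid receptor Ffar4 one of -0.59. All 69 transcripts of Table 1 were lower with tolvaptan at an unadjusted p under 0.01 from limma, 68 at an adjusted p under 0.05 and 47 past the fold threshold. Grb14 was the exception to the adjusted test (-0.51, standard error 0.16, adjusted p = 0.0509 from limma), though it passed in 6 other settings, among them the common median (adjusted p = 0.0428 from limma), quantile normalization (adjusted p = 0.0234 from limma) and the fit without dDAVP replicate 1 (adjusted p = 0.0484 from limma). Because the table was drawn from these libraries, the counts are not independent evidence of direction. Of the 13 transcripts under G-protein coupled receptor signaling, 7 passed the fold threshold. The components of V2 receptor, cAMP and PKA signaling went both ways. The PKA inhibitor gene Pkia rose by 0.58 (standard error 0.13, adjusted p = 0.0132 from limma), a call that is lost after quantile normalization. The regulatory subunit Prkar1a had a log2 fold change of -0.18 (standard error 0.04, adjusted p = 0.00861 from limma). Weaker calls were those of the cyclase Adcy6 (-0.25, adjusted p = 0.0304 from limma), Gnas (0.19, adjusted p = 0.0226 from limma) and Akap11 (0.49, adjusted p = 0.043 from limma), which missed the threshold in 4, 4 and 7 of the 8 fits without 1 library (adjusted p up to 0.0849, 0.0658 and 0.12). With a common median, Gnas (adjusted p = 0.0669) and Akap11 (adjusted p = 0.074 from limma) missed it too. The catalytic subunits Prkaca (0.07, adjusted p = 0.512 from limma) and Prkacb (0.12, adjusted p = 0.118 from limma) did not pass the test, apart from Prkacb without tolvaptan replicate 4 (adjusted p = 0.027 from limma). Of 23 components, 5 fell and 3 rose (6 and 3 when adjusted over the list alone; camera adjusted p = 0.0684). Without Sik1 and Pde4b, which are in Table 1, 3 fell and 3 rose. Over all 23, 6 fell and 1 rose with a common median, and 9 fell and 4 rose without tolvaptan replicate 4. In ion transport, the potassium channel Kcnq1 fell by 0.75, the deubiquitinase Usp2 by 0.85 and the sodium pump subunit Atp1b1 by 0.43 on the log2 scale. Of 19 genes of sodium, potassium and chloride transport, 4 fell and 4 rose (7 and 5 when adjusted over the list alone; camera adjusted p = 0.124). The inositol transporter Slc5a3 had a log2 fold change of -0.57 and its regulator Nfat5 one of 0.50. Of 10 osmolyte and NFAT5 target genes, 2 fell and 1 rose, with the same counts when adjusted over the list alone (camera adjusted p = 0.581); without tolvaptan replicate 4, 2 fell and 3 rose.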

Table 1 includes several GO-BP terms that are expected based on known actions of vasopressin, namely “G-protein coupled receptor signaling pathway,” “response to peptide hormone,” “cell surface receptor signaling pathway,” “signal transduction by protein phosphorylation” as well as several terms related to ion transport. However, several of the terms in Table 1 were unexpected including “regulation of inflammatory response,” “negative regulation of cell adhesion,” “negative regulation of cell proliferation,” and “regulation of MAPK cascade.” This finding suggests that tolvaptan has actions that extend beyond the well-known physiological roles of vasopressin.

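Inflammatory genes fell in part. The lectin Lgals9 went from 86.3 ± 4.21 to 42.8 ± 1.46 TPM (SD, n = 4 each), a log2 fold change of -0.99 (standard error 0.05, adjusted p = 1.18e-06 from limma). Lbp, which binds lipopolysaccharide, had a log2 fold change of -0.90, and Nfkbiz one of -0.56. In prostaglandin synthesis, cyclooxygenase-2 (Ptgs2) fell by 0.64 on the log2 scale, and the synthase Ptges by 1.10 (standard error 0.23, adjusted p = 0.00975 from limma; not past the threshold without a filter or with a per-gene residual variance without moderation). Of the 10 transcripts listed under regulation of inflammatory response, 6 passed the fold threshold. These transcripts were selected on these libraries, so the count is not independent evidence of direction. Of 15 NF-kB and acute phase genes 4 fell and 4 rose, with the same counts when adjusted over the list alone (camera adjusted p = 0.109). The 4 that fell, C3 among them, are all in that term, and of the 11 genes that the study does not name 4 rose, Lcn2 among them, and none fell (camera adjusted p = 0.326). Of 10 prostaglandin genes, 3 fell and none rose (4 fell when adjusted over the list alone; camera adjusted p = 0.0147, and adjusted p = 0.154 with an estimated correlation). Of 14 interferon-stimulated genes, 4 fell and none rose, led by Ifit1 and Oas1f at -0.43 and -0.93 (4 fell and 1 rose when adjusted over the list alone; camera adjusted p = 0.0494, and adjusted p = 0.416 with an estimated correlation). Among junction genes, Cldn2 fell by 0.63 on the log2 scale, while Cldn6 rose by 0.27. Of 21 genes of tight junctions and epithelial adhesion, 4 rose and 3 fell, with the same counts when adjusted over the list alone (camera adjusted p = 0.917). With a common median 2 rose and 4 fell, and after quantile normalization 3 rose and 1 fell. Of the 13 transcripts listed under regulation of the MAPK cascade, 5 passed the fold threshold, Avpi1 and C3 among them.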

Table 2 shows GO-BP terms with an over-representation of transcripts that were increased. This table also includes several GO-BP terms that can be viewed as unconventional with regard to the normal physiological effects of vasopressin on collecting duct physiology including “response to transforming growth factor beta,” “positive regulation of epithelial cell proliferation,” “kidney development,” “positive regulation of MAPK cascade,” and “ERK1 and ERK2 cascade.” Both sets of enriched GO-BP terms point to the possibility that tolvaptan may affect MAPK signaling. To investigate this further, we used an antibody to phosphorylated ERK1 and ERK2 to carry out immunoblotting studies. 

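The rises of Table 2 included matrix and developmental genes. The tendon and cartilage factor Scx went from 102 ± 6.79 to 178 ± 23.5 TPM (SD, n = 4 each), a log2 fold change of 0.79 (standard error 0.09, adjusted p = 0.000208 from limma). The collagen chain Col4a4 rose from 4.14 ± 0.188 to 9.25 ± 0.862 TPM (SD, n = 4 each), and the basement membrane genes Fras1 and Frem2 had log2 fold changes of 0.98 and 0.74. For Fras1, dDAVP replicate 1 held 27.8 TPM and the other dDAVP libraries 22.8 to 23.6. Sox4 had a log2 fold change of 0.73. All 20 transcripts rose at an adjusted p under 0.05 from limma, and 18 passed the fold threshold. Epc1 (0.46) and Myh10 (0.58) fell short of it. Nrtn (0.61, standard error 0.18, adjusted p = 0.0448 from limma) and Tgfbr3l (0.65, standard error 0.17, adjusted p = 0.026 from limma) missed the adjusted threshold in 5 and 4 of the 8 fits that each left out 1 library (adjusted p up to 0.103 and 0.0749). Nrtn also missed it in 8 of the other settings, among them the common median (adjusted p = 0.0659) and quantile normalization (adjusted p = 0.0814 from limma), and Tgfbr3l in 3, among them quantile normalization (adjusted p = 0.057 from limma). The table was drawn from these libraries, which is not independent evidence of direction. On a wider list of 21 TGF-beta and YAP target genes, 8 rose and 1 fell (10 and 1 when adjusted over the list alone; camera adjusted p = 0.0014, and adjusted p = 0.255 with an estimated correlation). With a common median or after quantile normalization, 6 rose and 1 fell. Besides Ccn2, Itgb6 and Col4a4, the angiomotin gene Amotl2 rose by 0.56. Without the 3 members that the study names, the camera adjusted p was 0.0501.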

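Transcripts of the ERK cascade itself changed little. Of 25 components from receptor to kinase, none rose and 2 fell, the receptor Egfr at -0.30 (standard error 0.06, adjusted p = 0.00762 from limma) and Rap1a at -0.26 (standard error 0.05, adjusted p = 0.00552 from limma), with the same counts when adjusted over the list alone (camera adjusted p = 0.261). Without tolvaptan replicate 4, 1 rose and 4 fell. Genes that ERK is known to induce moved both ways. Ier3 fell from 74.9 ± 3.58 to 29.6 ± 2.65 TPM (SD, n = 4 each), a log2 fold change of -1.31 (standard error 0.07, adjusted p = 1.26e-06 from limma). The ERK phosphatase Dusp6 had a log2 fold change of -0.26 (standard error 0.06, adjusted p = 0.0225 from limma), and it missed the threshold in 3 of the 8 fits that each left out 1 library (adjusted p up to 0.0688), without a filter (0.0867), without moderation (0.063) and with replicate number as a block (0.0508). Ccnd1 (0.38, adjusted p = 0.0405 from limma) and Hbegf (0.25, adjusted p = 0.043 from limma) rose, but each missed the threshold in 6 of those fits (adjusted p up to 0.117 and 0.12), and in 6 and 7 of the other settings, the common median and quantile normalization among them. Myc did not differ (189 ± 4.55 against 191 ± 34.3 TPM, SD, n = 4 each), nor did Dusp5. Fosl1 stood at 19.9 TPM in tolvaptan replicate 4 and 10.6 to 11.2 TPM in the other tolvaptan libraries (adjusted p = 0.11 from limma). Of 26 ERK feedback and output genes listed, only 13 had enough TPM to be tested. Of these 13, 2 rose and 2 fell, with the same counts when adjusted over the list alone (camera adjusted p = 0.974). Their median was 0.14 and their mean 0.02, while camera's direction was down. The median was 0.061 after quantile normalization and 0.014 without tolvaptan replicate 4. Of 24 immediate early, AP-1 and ETS factors, 3 rose, Jun and Atf3 among them, and 4 fell, among them Klf2 at -1.26 and Fos at -0.43 (3 and 6 when adjusted over the list alone; camera adjusted p = 0.451, direction down with a mean of 0.03). From the GO-BP terms over-represented among the decreased and the increased transcripts, which name the MAPK cascade in both tables, the paper proposes that tolvaptan may affect MAPK signaling. The paper measured ERK phosphorylation itself by immunoblot, after a shorter exposure, and mRNA at 24 h does not measure it.

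**Figure D2:**
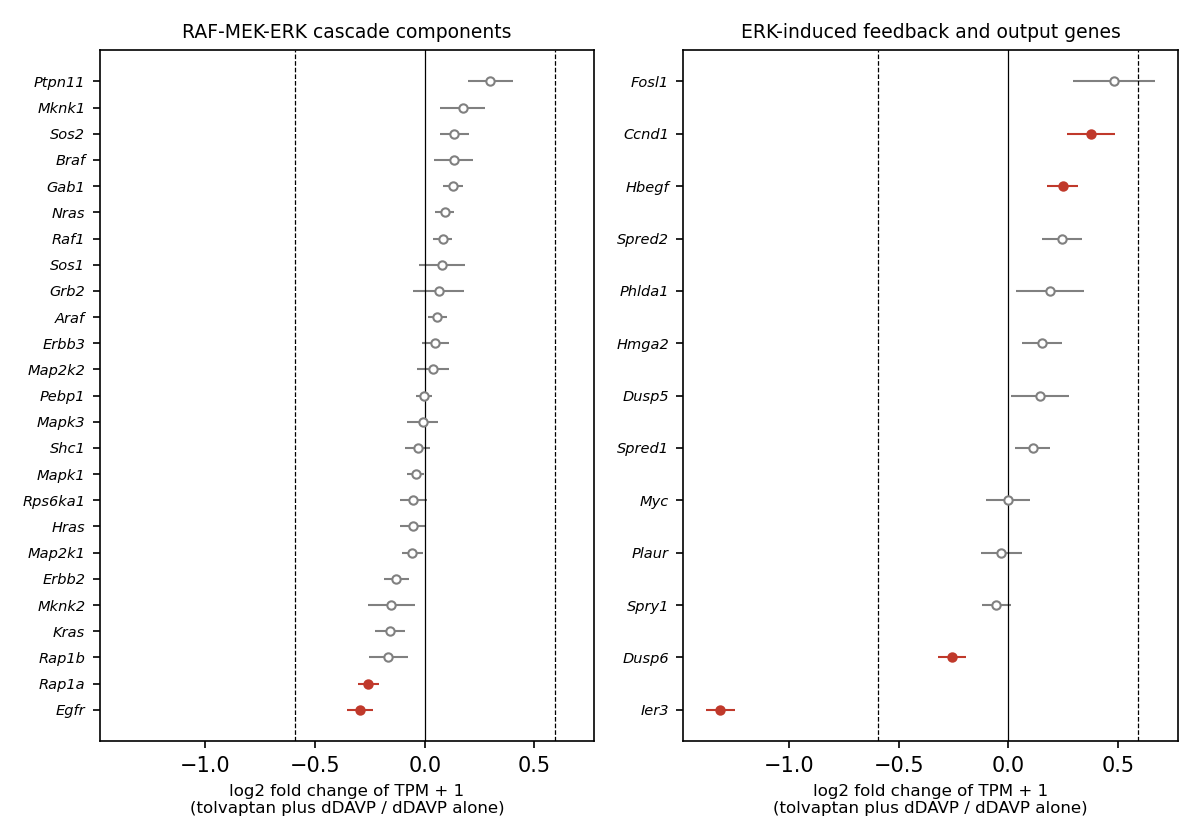
Log2 fold change of TPM + 1 (tolvaptan plus dDAVP over dDAVP alone) for 25 components of the cascade (left) and 13 ERK feedback and output genes (right), with standard errors. Filled points have an adjusted p under 0.05 from limma and dashed lines mark the fold threshold of 0.593. Ier3 lies at -1.31, and the components lie between the dashed lines.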

Note that both down- and up-regulated mRNA changes point to the effects of tolvaptan on cell proliferation.

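Some genes of the cell cycle rose by small amounts. Cdc6, which licenses DNA replication, went from 91.4 ± 1.55 to 110 ± 4.92 TPM (SD, n = 4 each), a log2 fold change of 0.27 (standard error 0.04, adjusted p = 0.003 from limma). The mitotic kinase Aurkb rose by 0.29 (standard error 0.05, adjusted p = 0.00421 from limma), the transcription factor Mybl2 by 0.34 and the helicase subunit Mcm5 by 0.20. Of 43 cell cycle and proliferation genes, 14 rose and none fell at an adjusted p under 0.05 (21 rose when adjusted over the list alone), with a median log2 fold change of 0.14. None passed the fold threshold. The camera adjusted p was 1.68e-05, and adjusted p = 0.25 with an estimated correlation. Other splits of the libraries gave the list as small a p, so chance was not excluded for its rise. Those splits exchanged only tolvaptan replicate 4 and a dDAVP library. They kept most of the treatment contrast and cannot measure chance. The count of rises was 8 with the libraries shifted to a common median, 13 after quantile normalization and 25 without tolvaptan replicate 4. Antiproliferative genes fell in part. Dnajb2 went from 182 ± 10.8 to 72.5 ± 7.41 TPM (SD, n = 4 each), a log2 fold change of -1.32 (standard error 0.07, adjusted p = 1.97e-06 from limma). The stress-induced Ndrg1 had a log2 fold change of -0.68, Tob1 one of -0.54 and Btg2 one of -0.45, while Gadd45b rose by 0.52. Of the 13 transcripts listed in Table 1 under negative regulation of cell proliferation, 8 passed the fold threshold; this selection is not independent evidence of direction. Of 20 cell cycle inhibitors and antiproliferative genes, 5 fell and 3 rose (6 and 4 when adjusted over the list alone; camera adjusted p = 0.123). Their median was 0.04 and their mean -0.04, and camera's direction was down. The median was -0.0056 with a common median.

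**Figure D3:**
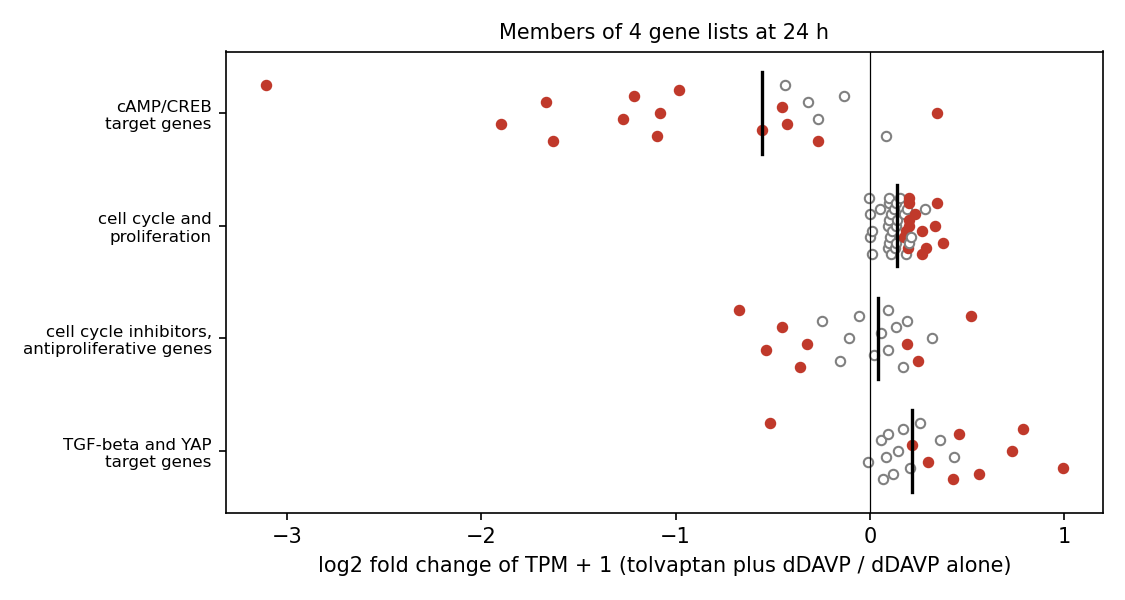
Log2 fold change of TPM + 1 (tolvaptan plus dDAVP over dDAVP alone) for the members of 4 gene lists. Each point is a gene, filled points have an adjusted p under 0.05 from limma, and thick bars are list medians. The medians are -0.56 for cAMP and CREB targets, 0.14 for cell cycle genes, 0.04 for antiproliferative genes and 0.22 for TGF-beta and YAP targets.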

### Regulation of ERK1 and ERK2 Phosphorylation

Cultured mpkCCD cells were grown on permeable supports in the presence of 0.1 nM dDAVP to elicit complete differentiation. A day before the experiment, the dDAVP was washed out. On the day of the experiment, the basolateral medium was replaced by fresh minimal medium with either 0.1 nM dDAVP or 0.1 nM AVP or vehicle and incubated for 30 min (Fig. 4). Figure 4*A* shows the abundances of phospho-ERK1 and phospho-ERK2 for the three conditions (dDAVP, AVP, vehicle), while Fig. 4*B* shows total ERK1 and ERK2. Total ERK1 and ERK2 immunoblots show no significant difference in protein abundance between groups. The phosphorylation of ERK1 and ERK2 was significantly reduced by either AVP or dDAVP compared to the vehicle, but there was no significant difference between dDAVP and AVP responses (Fig. 4*C*). This response is similar to findings in native rat inner medullary collecting ducts showing that dDAVP significantly reduced ERK1 and ERK2 in rat native IMCD cells (10).

**Figure 4.**
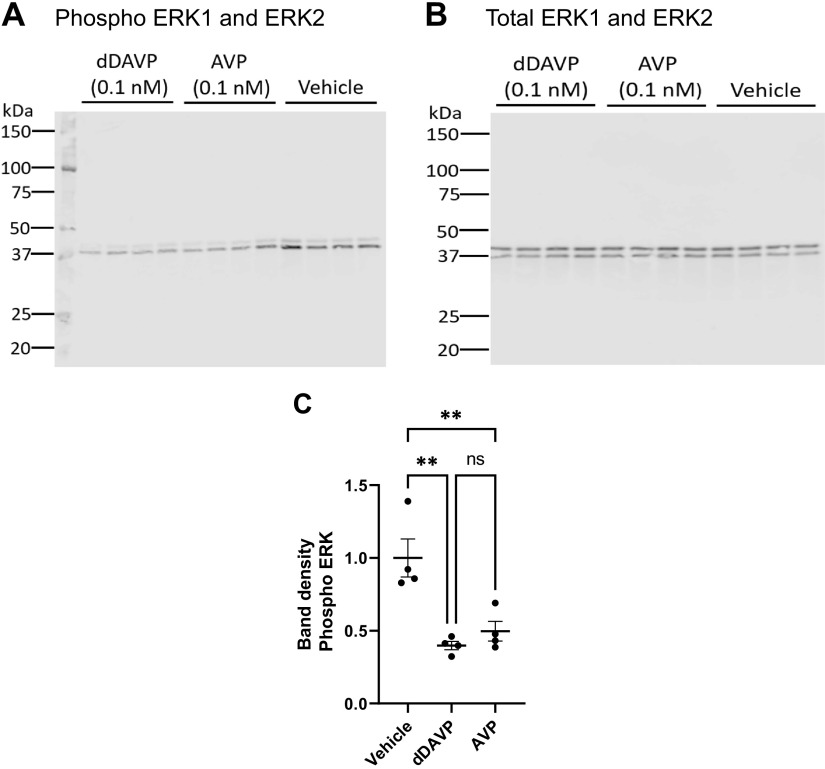
dDAVP and AVP effects on ERK1/2 phosphorylation in mpkCCD cells. *A*: immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C*: ordinary one-way ANOVA, overall *P* value <0.0001. **P < 0.001 for individual contrast (Tukey); ns, not significant. AVP, arginine vasopressin.

Next, we evaluated the effect of tolvaptan in mpkCCD cells in the absence of dDAVP. On the day of the experiment, the basolateral medium was replaced by a fresh minimal medium with no dDAVP and incubated for 30 min in the presence or absence of 50 nM tolvaptan added to the basolateral medium or basolateral 0.1 µM EGF as a positive control (Fig. 5). From this, we conclude that tolvaptan has no substantial effect on ERK phosphorylation in the absence of dDAVP. In contrast, tolvaptan has a strong effect, by increasing ERK1 and ERK2 phosphorylation in the presence of dDAVP (Fig. 6), while not affecting total ERK1 and ERK2. To address this striking finding in native collecting ducts, we further evaluated the effect of tolvaptan in the presence of dDAVP in IMCD suspensions from rats (Fig. 7). Tolvaptan had a significant effect, increasing ERK1 and ERK2 phosphorylation in the presence of dDAVP, while not affecting total ERK1 and ERK2. These findings in native collecting ducts are consistent with the findings in mpkCCD cells.

**Figure 5.**
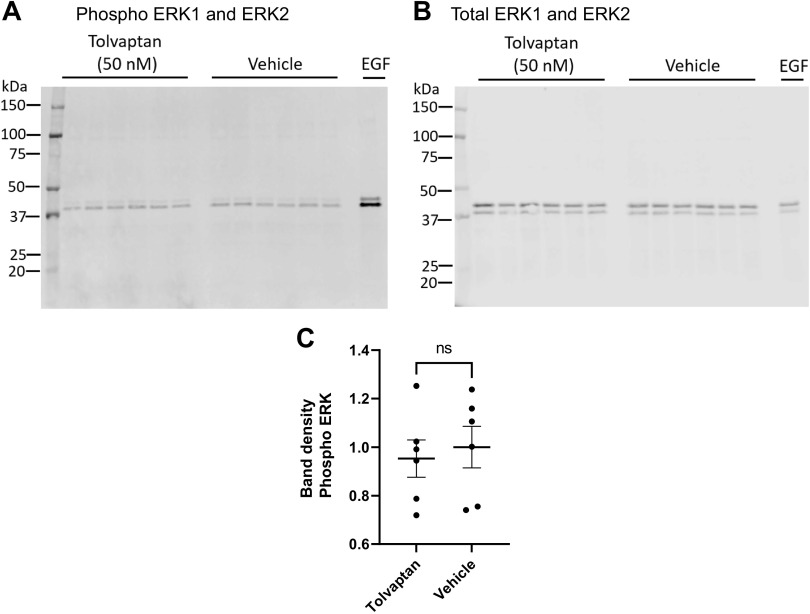
Tolvaptan effect on ERK1/2 activation independently from dDAVP in mpkCCD cells. *A*: immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C*: comparison of relative band densities for immunoblot in *A*. Unpaired *t* test showed no significant difference between tolvaptan and vehicle. ns, Not significant.

**Figure 6.**
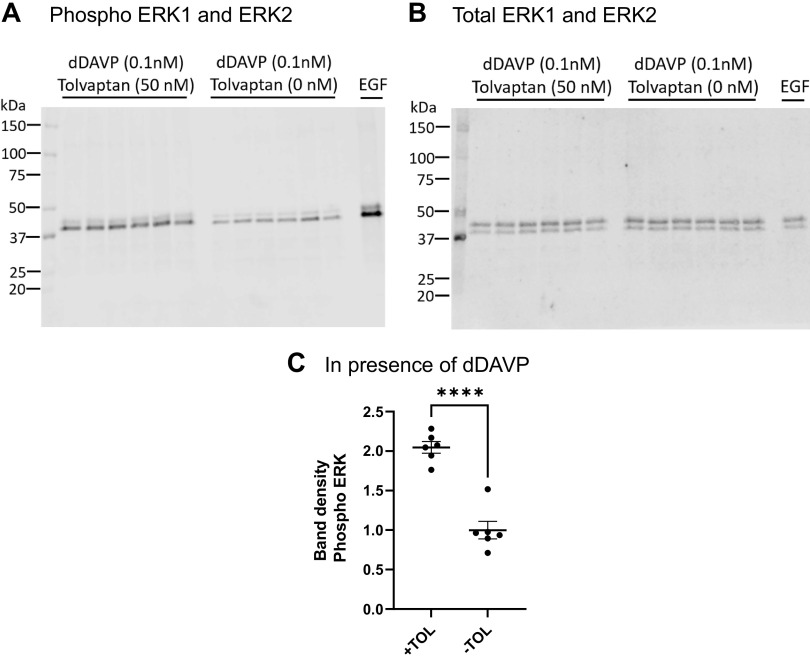
Tolvaptan effect on ERK1/2 activation in the presence of dDAVP in mpkCCD cells. *A*: immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C*: comparison of relative band densities for immunoblot in *A*. Unpaired *t* test showed a significant difference between tolvaptan and vehicle in the presence of dDAVP. ****P < 0.0001.

**Figure 7.**
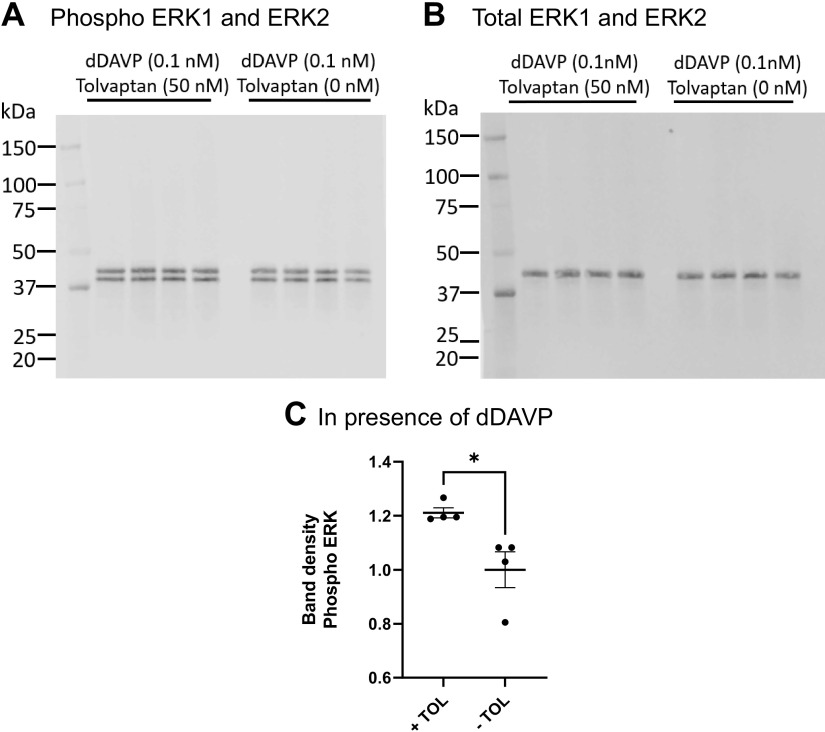
Tolvaptan effect on ERK1/2 activation in the presence of dDAVP in IMCD suspensions from rats. *A*: immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C*: comparison of relative band densities for immunoblot in *A*. Unpaired *t* test showed a significant difference between tolvaptan and vehicle in the presence of dDAVP. *P = 0.012, TOL, tolvaptan. IMCD, inner medullary collecting ducts.

We next addressed whether the effect of tolvaptan to increase ERK1 and ERK2 phosphorylation in mpkCCD cells was due to inhibition of the G_α_s-AC-PKA pathway. To test this, we repeated the experiments in mpkCCD cells in which both PKA catalytic proteins (PKA-Cα and PKA-Cβ) were deleted (PKA dKO) (7). Previous studies (7) with this cell line showed that PKA deletion resulted in a very large increase in ERK1 and ERK2 phosphorylation. As seen in Fig. 8 in the presence of dDAVP, tolvaptan again increased ERK1 and ERK2 phosphorylation in the PKA-intact cells but did not affect ERK1 and ERK2 phosphorylation in the PKA-dKO cells. Thus, it appears that the tolvaptan effect to increase ERK activation is mediated by the G_α_s-AC-PKA pathway. When the same experiment was performed in the absence of dDAVP, tolvaptan again had no significant effect on ERK1 and ERK2 phosphorylation either in the PKA-intact or PKA-dKO cells (Fig. 9).

**Figure 8.**
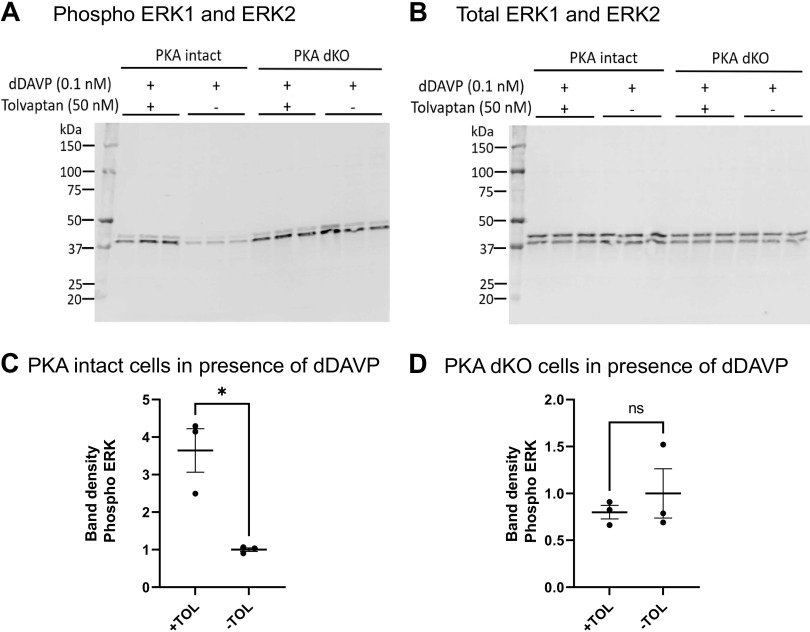
Tolvaptan effect on ERK1/2 phosphorylation in PKA intact and PKA dKO cells in the presence of dDAVP. *A*: immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C* and *D*: comparison of relative band densities for immunoblot in *A*. Unpaired *t* test was used to determine the significant difference between tolvaptan and vehicle-treated samples. *P = 0.0103; ns, not significant. PKA dKO, protein kinase A double knockout; TOL, tolvaptan.

**Figure 9.**
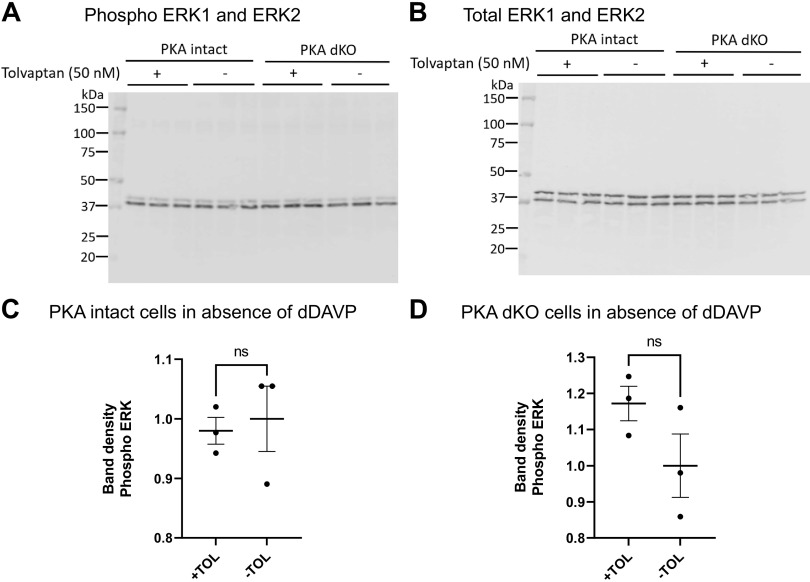
Tolvaptan effect on ERK1/2 phosphorylation in PKA intact and PKA dKO cells. *A:* immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C* and *D*: an unpaired *t* test was used to determine the significant difference between tolvaptan and vehicle-treated samples. ns, Not significant; PKA dKO, protein kinase A double knockout; TOL, tolvaptan.

Finally, we evaluated the effect of dDAVP independently of tolvaptan on ERK1 and ERK2 phosphorylation in PKA-intact and PKA-dKO cells, reasoning that if the effect of dDAVP to decrease ERK1 and ERK2 phosphorylation is dependent on PKA, it should disappear in the PKA-dKO cells. The normalized phosphorylation was significantly reduced by dDAVP compared to vehicle in PKA intact cells but not PKA dKO cells (Fig. 10).

**Figure 10.**
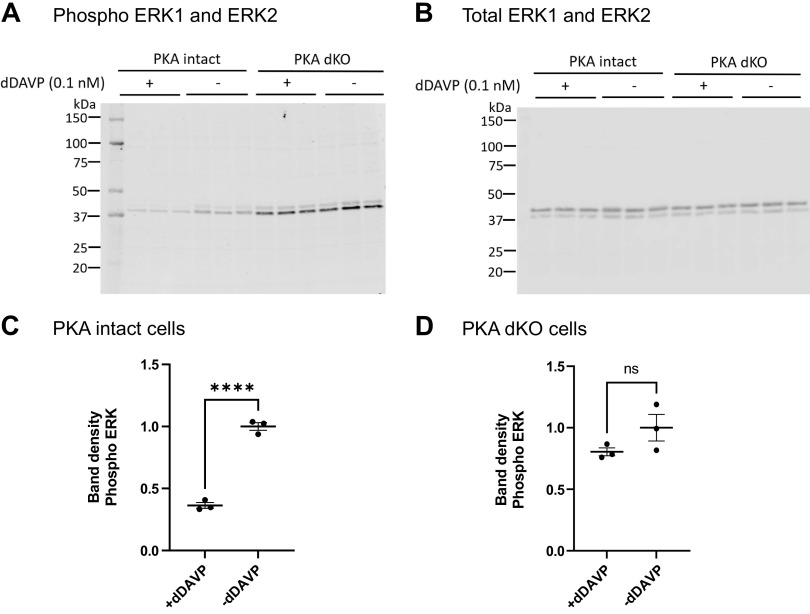
dDAVP effect on ERK1/2 phosphorylation in PKA intact and PKA dKO cells. *A*: immunoblot with phospho-ERK1/2 antibody. *B*: total ERK1/2. *C* and *D*: an unpaired *t* test was used to determine the significant difference between dDAVP and vehicle-treated samples. ****P < 0.001; ns, not significant. PKA dKO, protein kinase A double knockout.

One possible explanation for the lack of a PKA-independent effect of tolvaptan to increase ERK1 and ERK2 phosphorylation is that β-arrestin might not be expressed in the mpkCCD cells. To address this possibility, we mined RNA-seq data for the same mpkCCD cell subline used in the present study (48), comparing the values to RNA-seq data from microdissected mouse cortical collecting ducts (40). Both β-arrestin 1 (Arrb1) and β-arrestin 2 (Arrb2) mRNAs were detectable in either the absence or presence of dDAVP, although Arrb2 was more abundant (Table 3). Arrb2 has been shown to be recruited by the vasopressin V2 receptor and promote ERK1 and ERK2 activation (28, 49, 50). Thus, the failure of tolvaptan to increase ERK1 and ERK2 phosphorylation in PKA-dKO cells is not due to the absence of arrestins in collecting duct cells.

**Table 3.** RNA-seq transcripts per million values for mkdCCD cells and microdissected mouse cortical collecting ducts

Gene Symbol	mpkCCD Vehicle 24 h, TPM	mpkCCD dDAVP 24 h, TPM	Native Mouse CCD, TPM
*Arrb1*	0.61	0.45	8.36
*Arrb2*	8.88	8.07	10.05

Data mined from https://esbl.nhlbi.nih.gov/MRECA/Nephron/. TPM, transcripts per million.

## DISCUSSION

To identify the effects of the vasopressin V2 receptor antagonist, tolvaptan, on the transcriptome of collecting duct cells (mpkCCD), we carried out RNA-seq analysis, comparing cells treated with tolvaptan and dDAVP with cells treated with dDAVP alone. The data show that tolvaptan inhibits the expression of mRNAs that were previously shown to be increased in response to vasopressin including AQP2, but also reveals mRNA changes that were not readily predictable from known effects of vasopressin. Some of these effects may be off-target actions of tolvaptan. Bioinformatic analysis of the RNA-seq data pointed to strong effects of tolvaptan to cause changes in the transcriptome associated with activation of the MAPK kinase (ERK1 and ERK2) pathway. Immunoblotting confirmed a strong effect of tolvaptan to increase ERK1 and ERK2 phosphorylation at sites associated with increased kinase activity. A similar increase was seen in suspensions of native rat inner medullary collecting ducts. Tolvaptan-mediated ERK1 and ERK2 phosphorylation increases were not seen in mpkCCD cells in which both PKA catalytic subunits were deleted, indicating that tolvaptan’s effect on ERK activity is PKA-dependent. Based on prior studies in native inner medullary collecting ducts, we speculate that the effect of tolvaptan to stimulate ERK phosphorylation occurs through inhibition of PKA-dependent phosphorylation of Raf1 (10), the upstream component of the RAF-MEK-ERK cascade. In some cell types, the V2 receptor can signal independently of PKA through β-arrestin, which activates ERK1 and ERK2 (13). The lack of effect of tolvaptan on ERK phosphorylation in PKA-null mpkCCD cells suggests, however, that β-arrestin signaling plays little or no role in the regulation of ERK activity in mpkCCD cells.

The vaptan family of V2 receptor antagonists functions as so-called “inverse agonists” (28, 29). An inverse agonist is an antagonist that can block GPCR ligand-induced activation but can also have effects to suppress the constitutive activity of the receptor. Therefore, we speculated that vaptans could have effects independent of vasopressin. However, tolvaptan had no effect on ERK1 or ERK2 phosphorylation in the absence of dDAVP, suggesting that it works chiefly by blocking V2 receptor-ligand binding.

For these studies, we used mpkCCD cells (39), which express the V2 receptor endogenously and have been shown to exhibit vasopressin actions on AQP2 trafficking and transcription that mimic native CCD principal cells (38, 51). The observed vasopressin-induced reduction in ERK1 and ERK2 phosphorylation in mpkCCD cells contrasts with ERK1 and ERK2 phosphorylation increases seen in HEK293 cells overexpressing the V2 receptor (13). Vasopressin-mediated decreases in ERK1 and ERK2 phosphorylation have also been shown previously by mass spectrometry (MS) and immunoblotting of mpkCCD cells (52). We note that in addition to collecting duct principal cells, both thick ascending limb cells and distal convoluted tubule cells also express the V2 receptor (40). We are unaware of any data addressing how vasopressin affects ERK phosphorylation in these cell types. Interestingly, it has been shown that one of the vaptans, namely satavaptan, can act in the absence of vasopressin by recruiting β-arrestin in cells over-expressing the V2 receptor (18, 28). The lack of a vasopressin-independent effect of tolvaptan in mpkCCD cells that expresses the V2 receptor endogenously, appears to rule out such a mechanism in these cells.

One major role of ERK1 and ERK2 is to phosphorylate transcription factors, such as ETS family transcription factors (53–55), AP-1 family transcription factors (56, 57), and E2F family transcription factors (58), leading to changes in gene expression that promote cell proliferation. ERK can also phosphorylate other proteins involved in the cell cycle and mitosis, such as cyclin-dependent kinase inhibitor p27 (59, 60) and topoisomerase 2a (61). Thus, ERK activation can perturb the balance between cell proliferation and differentiation in favor of proliferation.

### Perspectives and Significance

Activation of the V2 receptor by vasopressin is thought to play a critical pathogenic role in autosomal dominant polycystic kidney disease (ADPKD) (62). The loss of function of polycystin-1 or polycystin-2 proteins leads to ADPKD through various signaling pathways (63). V2 receptor signaling results in the stimulation of fluid secretion into growing cysts, in part by stimulation of CFTR-mediated chloride transport, and blockade of V2 receptor signaling by V2R antagonists has the potential of slowing cyst expansion (63). This possibility led to studies testing the use of tolvaptan to slow ADPKD progression, eventually leading to United States Food and Drug Administration (FDA) approval of tolvaptan use for the treatment of patients with ADPKD (64). The current paper was designed to investigate vasopressin action or tolvaptan effects on normal collecting duct cells and not in the setting of ADPKD, but the findings could be relevant to ADPKD. The effect of tolvaptan to markedly increase ERK activity has the potential of having a proliferative effect in ADPKD cells, an issue that should be investigated in future studies.

## DATA AVAILABILITY

RNA-seq data including the raw processing file have been deposited in the Gene Expression Omnibus (GEO, GSE243773, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse243773). Full-length immunoblots are provided in the main body of this paper.

## GRANTS

This work was primarily funded by the Division of Intramural Research, National Heart, Lung, and Blood Institute (Projects ZIAHL001285 and ZIAHL006129, to M.A.K.). This work was also supported through a National Institutes of Health 2020 Bench-to-Bedside award from the National Institutes of Health Office of Clinical Research (Award No. 654006).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

S.K., V.R., and M.A.K. conceived and designed research; S.K. performed experiments; S.K. and M.A.K. analyzed data; S.K., V.R., C.-L.C., C.-R.Y., S.J.K., and M.A.K. interpreted results of experiments; S.K. prepared figures; S.K. and M.A.K. drafted manuscript; S.K., V.R., L.C., C.-L.C., C.-R.Y., S.J.K., and M.A.K. edited and revised manuscript; V.R., L.C., C.-L.C., C.-R.Y., S.J.K., S.K., and M.A.K. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

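mpkCCD cells, a mouse cortical collecting duct line, were compared after 24 h with 50 nM tolvaptan plus 0.1 nM dDAVP (4 libraries) and with vehicle plus 0.1 nM dDAVP (4 libraries). The deposited table gives 1 TPM value per gene and library for 55414 genes identified by Ensembl gene ID. The authors aligned the reads with STAR to the mouse Ensembl genome (release 106) and generated TPM with RSEM, and the versions of both tools are not stated. Each library sums to the same total, and no 2 libraries are identical. Expected counts are not in the table, so the depth of each library is unknown and the DESeq2 test that the methods name could not be repeated. The paper's text does not say whether DESeq2 or another test gave the P values of its criteria. Columns were matched to samples by group name and replicate number.

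Genes with a maximum TPM over 10 were kept, as in the paper, which left 9943. Values were transformed to log2(TPM + 1), and the groups were compared without pairing by limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend on mean expression, 2-sided), with Benjamini-Hochberg adjustment over the genes kept. The study's criteria were applied as a log2 fold change beyond 0.593 and an unadjusted p under 0.01. Genes past an adjusted p of 0.05 were counted as well. Standard deviations are between the 4 libraries of a group, on the TPM scale.

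Before the data were examined, 25 gene lists, the tests and most alternative settings were fixed. The lists cover V2 receptor, cAMP and PKA signaling, cAMP and CREB targets, aquaporins, arrestins and GPCR kinases, principal, intercalated and other kidney cell markers, the RAF-MEK-ERK cascade, ERK feedback and output genes, immediate early and AP-1/ETS factors, cell cycle and proliferation, cell cycle inhibitors and antiproliferative genes, TGF-beta and YAP targets, NF-kB and acute phase genes, prostaglandin genes, interferon-stimulated genes, osmolyte and NFAT5 targets, sodium, potassium and chloride transport, glucocorticoid targets, xenobiotic response, alcohol, aldehyde and retinol metabolism, the unfolded protein and amino acid response, cholesterol synthesis, tight junctions and adhesion, and mitochondrial mRNAs. The paper, with its tables and figure labels, had been read by then. The 22 lists with at least 5 genes tested were tested by limma's camera with a preset correlation of 0.01 between genes, and again with an estimated correlation, with adjustment over the lists. By the first, 12 lists changed, 10 down and 2 up. By the second, 2 did, the cAMP and CREB targets and the xenobiotic response genes, both down.

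Genes were drawn from a rule fixed in advance: the 12 largest falls and the 12 largest rises among genes with an official symbol past both criteria and with non-overlapping groups; every gene that the paper names in its text, tables or figure labels; and from each list the 4 members with the smallest p, or all members of the lists of V2 receptor signaling, ERK output genes, principal cell markers, aquaporins and arrestins. The rule covers 212 tested genes, and not all are named: 119 are, chosen among the 212 after their values were seen. Of the 93 left out, 57 passed an adjusted p of 0.05, and 7 of those missed it in a fit without 1 library. Genes named outside this rule were chosen after their values were seen. They are Col4a3, Ugt1a6a, Pde10a, Pde4a, Cxcl5, Cyp1b1 and Slc4a9, and 3 gene models among the other observations. Scnn1b, under the filter, was also added after its values were seen.

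The reference annotation at hand, GENCODE M21, is another build than the one the authors used. It served only to look up gene type, transcript length and GC content by stable ID, which matched 9835 of the 9943 genes (98.9%), and no coordinates are given. On simulated data with 200 changed genes and the spread of these libraries, a log2 change of 0.4 was recovered for 69.5% of genes, 0.8 for 93.5% and 1.5 for 97.0%, with a false share of 1.42%, 4.10% and 5.83% at an adjusted p under 0.05. In camera, a simulated list of 25 genes was recovered, and of 20 unchanged lists 0 were called. The simulated genes were independent of each other, while members of real lists were correlated (estimated at 0.147 for the cell cycle list). The simulation therefore does not show how often camera's preset correlation gives false calls on these lists.

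The alternatives were pseudocounts of 0.1 and 5, 3 other filters on low values, 2 scalings between libraries, 2 variance models, the ratio of group mean TPM as the fold change, a fold threshold taken from these libraries, replicate number as a block, and leaving out each library. The earlier dDAVP and PKA knockout experiments, the DAVID enrichments and the immunoblots have no values in the deposited table and were not analysed. 1 gene that the paper labels is not reported here.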

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

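Among the tests below, those of a weaker tolvaptan effect in replicate 4 and of scaling behind the cell cycle list were chosen only after the result was seen, and those of single lists over other splits after the number of lists per split was seen.

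Of the 254 groups of 4 libraries checked for 1 value far from the rest, 8 stood out, and chance would give about 5%. 3 of them were in tolvaptan replicate 4. In tolvaptan replicate 4, B3gnt7 stood at 30.2 TPM (24.0 to 24.6 in the other tolvaptan libraries), Lypd3 at 44.6 (34.2 to 35.3) and Fosl1 at 19.9 (10.6 to 11.2). In tolvaptan replicate 2, Rgs2 stood at 3.38 (4.86 to 5.16). In dDAVP replicate 4, Jun stood at 35.7 (42.8 to 43.6) and Mt1 at 2204 (1993 to 2006), and in dDAVP replicate 1 Fgf18 at 10.1 (8.46 to 8.63) and Fras1 at 27.8 (22.8 to 23.6). All were kept.

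Of the 12 largest falls and the 12 largest rises among genes with an official symbol, 3 each are in genes that the paper does not discuss. Cebpd (-2.38), Sprr2g (-1.76) and Lypd3 (-1.75, log2 fold changes) were lower in every tolvaptan library. Cald1 rose by 0.88, Sh3tc2 by 0.82 and Tmem191c by 0.78, higher in every tolvaptan library. Only genes with non-overlapping groups could enter this selection, so the separation of these genes is not a finding.

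Tolvaptan replicate 4 lay farthest from its group. Its mean correlation with the other tolvaptan libraries was 0.953 (0.959 to 0.971 for the other libraries within their groups). Its share of TPM in all mitochondrially encoded genes was 0.502%. That share was 0.823% to 0.923% in the other tolvaptan libraries and 0.760% to 0.897% with dDAVP alone. Replicate 4 alone lay at 31.2 on the first principal component, which held 24.1% of the variance. Its test did not decide on a weaker tolvaptan effect: the effect in the other 7 libraries explained 6.17% of the variance of its deviations across genes. Those deviations had an SD of 0.334 from the group mean, against 0.296 for the log2 fold changes. A partly weaker effect would therefore also explain little of them. On the genes called without it, its median log2 difference from dDAVP alone was -0.81 for falls and 0.61 for rises. The other tolvaptan replicates, treated alike, had -0.88 to -0.86 and 0.54 to 0.65. Transcript length and GC content explained 22.5%, between the bounds of 10% and 50% set beforehand, so a part of the pattern may follow length and GC, and whether they are its cause cannot be told apart from other differences in the preparation of that library. No batch is recorded.

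At an adjusted p under 0.05, more genes rose than fell (62.1%). With the length and GC trend of each library removed, 68.2% of the called genes rose. That removal kept the mean of each library, on which the balance of rises and falls depends. It therefore cannot decide whether length and GC are the cause. Scaling between libraries cannot be told apart from a true shift: with the libraries moved to a common median 41.1% rose, but centring itself sets the balance of rises and falls. TPM cannot show whether the total RNA per cell differed, and no biological explanation was tested.

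The cell cycle and proliferation genes rose as a list with camera's preset correlation, but not with an estimated one (adjusted p = 0.25). The standard errors here are bootstrapped over members and widened for the correlation estimated in each fit (0.147 in the main fit). The narrower ones set beforehand took the members as independent. With the length and GC trend removed, their median exceeded that of all genes by 0.122 (standard error 0.037), and without tolvaptan replicate 4 by 0.127 (standard error 0.052), which argues against either as the whole cause. Scaling moves all genes alike, and the excess over all genes of 0.089 (standard error 0.060) was too uncertain to exclude it; 8 members and not 14 passed an adjusted p of 0.05 with a common median. Chance was not excluded. Over the 35 splits of the libraries into 4 against 4, 3 gave the list a camera p as small as the real one (2.29e-06), the real split included. The smallest camera p of the other splits was 5.55e-10. The other splits with as small a p exchanged only tolvaptan replicate 4 and a dDAVP library. They kept most of the treatment contrast and cannot measure chance. Camera called the list in 12 of the 34 others, some of which exchanged 2 libraries per group. No biological explanation was tested.

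For the number of changed genes, the splits argued against chance but could not exclude it. The real grouping gave the largest count each time, 1 of 35 splits. Past the study's criteria, 123 decreased and 50 increased, against at most 12 and 12 in another split. At an adjusted p under 0.05 the counts were 607 and 994, against at most 2 and 2. These counts come from the same fit and are not separate tests. Splits that exchanged 1 library per group placed treatment differences within the groups, which can lower their counts. The real grouping also gave the cAMP and CREB targets their smallest camera p (1.01e-18 against 1.09e-08 at the smallest elsewhere, 1 of 35). The same held for the xenobiotic response genes (camera p of 1.79e-09 against 7.1e-07, 1 of 35). However, the study names 9 of the 19 cAMP and CREB targets tested and 1 of the 15 xenobiotic genes, which can favour the real grouping. The splits were not repeated without these members, so chance is not called excluded for either list. A share of 1 of 35 is the lowest that 35 splits can give, and these lists were singled out of 22. Camera called each of them in 16 of the 34 other splits too. Those 16 exchanged 1 library per group and so kept part of the treatment contrast. No split that exchanged 2 libraries per group called either list. Chance was not excluded for the number of lists called, which was 12 here and 14 in another split (2 of 35). That other split exchanged only tolvaptan replicate 4 and a dDAVP library, so it kept most of the treatment contrast and cannot measure chance.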

How the results depend on the processing

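Of the settings below, the genes coding for protein alone, the lists without genes the study names and the ratio of means with the per-gene variance were chosen only after the data were seen.

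The count of 123 decreased transcripts ran from 98 to 173 under all settings, and from 115 to 129 with 1 library left out. The 50 increased ones became 24 with a pseudocount of 5 (23 shared), 116 without a filter (48 shared), 108 with at least 1 TPM in 4 libraries (49 shared), 31 after quantile normalization (29 shared) and 96 with a fold threshold from these libraries, which is lower by construction. Both filters test more genes; otherwise the cause was not tested.

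At an adjusted p under 0.05, the 994 increased genes became 498 without a filter, 576 with a common median, 612 after quantile normalization and 515 with replicate number as a block, and ranged from 463 to 1495 with 1 library left out: 532 without tolvaptan replicate 2, 1495 without tolvaptan replicate 4, and 553, 568, 560 and 463 without dDAVP replicates 1, 2, 3 and 4. The 607 decreased genes became 396 with the block. Adding a block uses up residual degrees of freedom, and replicate numbers did not pair the libraries (correlations of -0.05, -0.05, -0.07 and -0.0046 between libraries of the same number). The cause of the other shifts was not tested.

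The central 95% range had a lower bound of -0.51 and an upper bound of 0.52. The lower bound was -0.44 with a pseudocount of 5, -0.30 without a filter, -0.46 with 1 TPM in 4 libraries, -0.40 with a mean over 10, -0.56 with a common median, -0.58 after quantile normalization and -0.46 as a ratio of means; with 1 library left out it ran from -0.55 to -0.50. The upper bound was 0.41 with a pseudocount of 5, 0.42 without a filter and 0.40 with a mean over 10. The median of 0.05 was 0.034 without a filter, 0.0059 with a common median and 0.013 after quantile normalization. By construction, both scalings move the median and a larger pseudocount draws fold changes toward 0. The cause of the other shifts was not tested.

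Of the 12 lists called, 2 remained with an estimated correlation and 6 without the genes the study names, which leaves fewer members. Other settings called 10 to 17. Over all settings planned, the Table 1 count of 47 ranged from 36 to 63 and the Table 2 count of 18 from 11 to 19; both lowest values came with a pseudocount of 5.

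Of the 119 genes named and tested, 110 passed an adjusted p of 0.05, 98 of these in every one of the 18 settings that tested them and 101 in every fit without 1 library that tested them. A mean over 10 TPM leaves 13 of the 119 untested, and the fits without tolvaptan replicate 2 or dDAVP replicate 2 leave 1 each. Those that did not hold with 1 library left out are Nrtn, Tgfbr3l, Dusp6, Ccnd1, Hbegf, Adcy6, Gnas, Akap11 and Hoxb7. Depth is unknown, so no limit from counting can be given.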

Differences from the paper's values

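The tests named here were set before the data were examined, apart from the filters on minimum TPM and the ratio of means with the per-gene variance of TPM, which were chosen after the paper's values were seen.

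The lower bound of the central 95% range was -0.51 here, and the paper's is -0.593. The SD of this bound between single tolvaptan libraries, each set against the dDAVP mean, was 0.031. This replicate SD is a yardstick only, since it does not measure the spread of a bound taken from group means. Of the alternatives set before the data were examined, only quantile normalization (-0.58) came within that SD. Pseudocounts of 0.1 (-0.53) and 5, the 3 other filters, the common median (-0.56), the ratio of means and every library left out did not. The range of a normal distribution with the SD of the log2 fold changes, planned beside the percentiles, had a width to each side of 0.58. That width lies within the replicate SD of 0.593, but it is counted from the mean and is not itself a lower bound. The upper bound of 0.52 was within its replicate SD (0.080) of the paper's 0.593.

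The counts did not differ by more than 1.5 times from the paper's. The paper's filter left 9678 transcripts and this one 9943; 9683 genes had a maximum over 10 TPM and a value above 0 in every library. At the paper's thresholds, 123 transcripts decreased and 50 increased, and the paper's counts are 112 and 51. A setting that was chosen after seeing these values came to 112 and 52: the ratio of mean TPM, a per-gene residual variance of TPM without moderation, and more than 5 TPM in every library. It is 1 of 8 settings compared with the paper's counts (4 minimum values and 2 scales of the variance), and the other 7 gave 112 to 123 decreased and 54 to 57 increased; a further 12 filters were compared with the paper's number of transcripts. That setting drops 10 of the 89 transcripts in the paper's Tables 1 and 2. It is not known to be the paper's.

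Of the 69 transcripts that Table 1 lists as decreased, 47 passed the paper's criteria here, 22 fewer than all of them, while all 69 were lower; of the 20 in Table 2, 18 passed. Settings planned before the data were examined that called more of Table 1 are a fold threshold from these libraries (63, and 19 of Table 2), quantile normalization (57, and 15), the common median (53, and 16), a pseudocount of 0.1 and the ratio of means (48, and 18 each), and the fits without tolvaptan replicate 4 (50, and 14) or dDAVP replicate 4 (49, and 16). The others called as many or fewer, down to 36 and 11 with a pseudocount of 5 and 39 and 15 with a mean over 10 TPM, apart from the fit without tolvaptan replicate 1, which called 19 of Table 2 and 45 of Table 1. Each of the fits without tolvaptan replicates 2 and 3 and without dDAVP replicate 1 called 1 transcript of Table 1 that the main comparison did not, and the last also 1 of Table 2. With the ratio of means and the per-gene variance of TPM, chosen after seeing the values, 48 and 16 passed.

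The paper describes a skew toward decreased transcripts. Past its criteria, 71.1% had decreased here as well, whereas at an adjusted p under 0.05 without a fold threshold 62.1% had increased (41.1% with a common median and 47.4% after quantile normalization).

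Fig. 1 shows no point between its far left point, Aqp2, and the group near Baiap2l2 (about -2.2, read by eye). Here Cited1 (-3.11) and Cebpd (-2.38) lie in that interval, and Cited1 is in Table 1. For the 16 labelled transcripts that could be read from Figs. 1 to 3, no value here differed from the reading by more than the gene's SD between replicates.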

Other observations

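None of the values below was tested as an explanation. The genes under the filter on maximum TPM were singled out only after their values were seen, apart from the aquaporins, arrestins and PKA genes.

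With every gene expressed in at least 1 library tested, 13 of the 208 list members under the filter passed an adjusted p of 0.05 from limma, 8 lower and 5 higher. The phosphodiesterase Pde10a was at 0.04 to 0.14 TPM in the tolvaptan libraries and 2.18 to 2.91 TPM with dDAVP alone (log2 fold change -1.75, adjusted p = 0.000216 from limma), and Pde4a at 4.38 to 6.61 and 8.47 to 9.90 TPM (-0.70, adjusted p = 0.0145 from limma). Ugt1a6a fell by 2.08 on the log2 scale (adjusted p = 0.000101 from limma), Cxcl5 by 0.88, Slc4a9 by 0.65 and Cyp1b1 by 0.46. The collagen chain Col4a3 rose by 0.77 (adjusted p = 0.00999 from limma).

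The arrestin genes, which the paper takes from another experiment, were both present. Arrb2 stood at 40.4 ± 6.78 TPM with tolvaptan and 36.1 ± 3.22 TPM with dDAVP alone (SD, n = 4 each; log2 fold change 0.15, adjusted p = 0.389 from limma), and Arrb1, under the filter, at means of 1.87 and 1.18 TPM (0.40, adjusted p = 0.126 from limma with every expressed gene tested). Neither they nor Grk2 and Grk6 passed the test. Of the 3 arrestin and GPCR kinase genes over the filter, none rose or fell when adjusted over the list alone either.

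Of 6 intercalated cell markers tested, 2 fell and none rose, with the same counts when adjusted over the list alone: the proton pump subunit Atp6v0a4 at -0.69 and the carbonic anhydrase Car12 at -0.57 (camera adjusted p = 0.0121, and adjusted p = 0.154 with an estimated correlation). Among 26 markers of other kidney cells, 1 passed the filter, Lrp2, which rose by 0.41 (adjusted p = 0.0108 from limma; not past the threshold after quantile normalization or with replicate number as a block). The 7 mitochondrial mRNAs had a median log2 fold change of -0.12 (camera adjusted p = 0.209), and 0 passed when adjusted over the list alone. The direction rests on tolvaptan replicate 4, without which the median was 0.11 and 2 of the 7 rose.

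3 gene models that the naming rule skips rose by more than 1 log2 unit. A 5S_rRNA gene is listed at 0 in every dDAVP library and at 14.6 to 39.1 TPM in the tolvaptan libraries. Gm3788 is listed at 0 in every dDAVP library and at 0 to 23.1 TPM with tolvaptan (adjusted p = 0.0563 from limma), and the pseudogene Tma7-ps stood at 16.5 to 29.7 TPM with tolvaptan and 7.72 to 14.2 TPM with dDAVP alone. All were picked after their values were seen.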
